# A novel gene cluster allows preferential utilization of fucosylated milk oligosaccharides in *Bifidobacterium longum* subsp. *longum* SC596

**DOI:** 10.1038/srep35045

**Published:** 2016-10-19

**Authors:** Daniel Garrido, Santiago Ruiz-Moyano, Nina Kirmiz, Jasmine C. Davis, Sarah M. Totten, Danielle G. Lemay, Juan A. Ugalde, J. Bruce German, Carlito B. Lebrilla, David A. Mills

## Abstract

The infant intestinal microbiota is often colonized by two subspecies of *Bifidobacterium longum*: subsp. *infantis* (*B. infantis*) and subsp. *longum* (*B. longum*). Competitive growth of *B. infantis* in the neonate intestine has been linked to the utilization of human milk oligosaccharides (HMO). However, little is known how *B. longum* consumes HMO. In this study, infant-borne *B. longum* strains exhibited varying HMO growth phenotypes. While all strains efficiently utilized lacto-*N-*tetraose, certain strains additionally metabolized fucosylated HMO. *B. longum* SC596 grew vigorously on HMO, and glycoprofiling revealed a preference for consumption of fucosylated HMO. Transcriptomes of SC596 during early-stage growth on HMO were more similar to growth on fucosyllactose, transiting later to a pattern similar to growth on neutral HMO. *B. longum* SC596 contains a novel gene cluster devoted to the utilization of fucosylated HMO, including genes for import of fucosylated molecules, fucose metabolism and two α-fucosidases. This cluster showed a modular induction during early growth on HMO and fucosyllactose. This work clarifies the genomic and physiological variation of infant-borne *B. longum* to HMO consumption, which resembles *B. infantis*. The capability to preferentially consume fucosylated HMO suggests a competitive advantage for these unique *B. longum* strains in the breast-fed infant gut.

The human gut microbiome is a complex metabolic ‘organ’ that significantly impacts human health^1^. The assembly of this ‘organ’ starts immediately after birth, when various microbial clades from different body sites are introduced into the neonate and begin a long-term relationship with the host^2^. It is generally understood that variables such as diet, mode of birth and early-life stresses have a profound influence on the successions of gut microbes during the neonatal period^3^,^4^. These patterns of colonization, in turn, have been shown by certain studies to impact health later in life^5^. In general, the infant gut microbiome exhibits a characteristic composition during nursing often dominated by *Bifidobacterium* species^6^ prior to transition into a more adult-like composition of species, influenced by the introduction of solid foods^7^.

Of special interest is how breastfeeding can shape the gut microbiome of infants. In addition to providing critical nutrients and bioactive molecules that support growth and development^8^,^9^, breast milk contains complex oligosaccharides that escape intestinal enzymes and transit through the gastrointestinal tract of the infant^10^. Free human milk oligosaccharides (HMO) are present in high concentrations in milk^8^, suggesting that their function is important even though they have little nutritional value for the infant. These carbohydrates are far from simple: they range from 3 to 32 in their degree of polymerization, and are composed of five main monosaccharides: D-glucose (Glc), D-galactose (Gal), *N-*acetylglucosamine (GlcNAc), L-fucose (Fuc) and *N-*acetylneuraminic (or sialic) acid (Neu5Ac). Complexity in HMO lies in the diversity of glycosidic bonds in these molecules, rendering a large number of potential combinations^11^,^12^. While the total concentration of HMO appears to be tightly regulated, variation in their abundance, is explained in part by host genetic factors^8^.

In spite of this complexity, a relatively small number of HMO species can represent up to 70% of the total^12^,^13^, including fucosylated neutral HMO such as 2′-fucosyllactose (2FL), 3-fucosyllactose (3FL) and lacto-*N-*fucopentaoses^12^; acidic HMO such as sialyllacto-*N-*tetraoses, 3′- and 6′-sialyllactose (3SL and 6SL)^12^, and neutral non-fucosylated HMO such as lacto-*N-*tetraose (LNT), lacto-*N*-neotetraose (LNnT) and lacto-*N-*hexaose (LNH)^14^.

Comparisons of intestinal microbiota of breast-fed and formula-fed infants reveal a strong correlation between breastfeeding and the overabundance of *Bifidobacterium* spp.^15^. These bacteria can represent up to 90% of the total gut bacteria during breastfeeding^16^, and their abundance decreases later in life^15^. Bifidobacteria are generally recognized as beneficial, with several species currently used in probiotic formulations. Certain bifidobacteria are more common in infants, such as *Bifidobacterium longum* subsp. *infantis* (*B. infantis*) and *B. breve*. Other species seem to be present both in the infant and adult gut microbiota, such as *B. bifidum*, *B. pseudocatenulatum* and *Bifidobacterium longum* subsp. *longum* (*B. longum*)^17^,^18^.

*B. infantis* and *B. bifidum* have been examined as two different models for milk glycan consumption^19^. *B. infantis* internalizes HMO, relying on several ABC transporters with defined specificity for certain HMO families^20^, followed by the action of numerous glycosyl hydrolases to metabolize milk glycans^21^,^22^,^23^,^24^. Recently, select *B. breve* isolates that grow well on HMO were shown to internalize and metabolize complex fucosylated HMO^25^. In contrast*, B. bifidum* has an array of cell-wall associated glycosyl hydrolases^26^,^27^, enabling HMO degradation outside the cell and select mono- and disaccharides imported via specific transporters for catabolism^28^. Notably, the mode of consumption by *B. bifidum* leaves fucose and sialic acid externally, monomers that can subsequently serve as growth substrates for other bacteria^29^,^30^,^31^. Indeed, *B. bifidum* was recently shown to release mucin-associated sialic acid which cross fed *B. breve* UCC2003^32^.

*B. longum* strains are also present at high concentrations in the infant gut microbiota^15^,^17^. However, several genomic and functional studies have indicated this subspecies is more adapted to an adult diet^33^,^34^, possessing transporters and glycosyl hydrolases active on plant oligosaccharides. Despite membership within the same species, genomes of *B. longum* are notably different from *B. infantis*^35^, with the latter possessing a wealth of genes associated to consumption of milk glycans, suggesting a lifestyle more adapted to the milk-fed infant gut^36^.

HMO consumption has only been examined in a few *B. longum* strains to date, where the consumption profile appears rather restricted by comparison to the *B. infantis* subspecies^37^,^38^. While genomic^35^ and phenotypic^39^ screens of multiple *B. infantis* strains indicate that strong growth on HMO is a signature of the subspecies, HMO consumption is more variable in strains from other bifidobacterial species^25^. Given the importance of the early assembly of the infant gut microbiota on long term health, it is important to understand which microbes are uniquely enriched by milk glycans and examine the genetic functions responsible for this enrichment. In this study we demonstrate unique genetic loci are responsible for vigorous growth on fucosylated HMO by select isolates of *B. longum* and present genomic and functional characterization of HMO consumption by a prototypical strain, *B. longum* SC596.

## Results

### Genetic characterization of *B. longum* isolates by MLST

In a previous screen of bifidobacterial isolates obtained from breast-fed infants^25^, 297 *B. longum* species group isolates were further identified as *B. longum* subsp. *infantis* or subsp. *longum* using Multilocus Sequencing Typing (MLST) analysis^40^. A total of 158 isolates were identified as *B. infantis* and 139 as *B. longum* by MLST (data not shown). The MLST analysis of this pool of *B. longum* strains resolved into a library of 17 *B. longum* individual strain types (Table S1). A MLST-based phylogenetic tree of these strains combined with additional *B. longum* isolates obtained from various culture collections and other *B. longum* strains for which a genome sequence was available is shown in Figure S1. Interestingly, four of these strains are from adult origin (Table S1), however they were not differentiable from infant strains (Figure S1), suggesting infant and adult strains of *B. longum* are genomically similar. In addition, MLST data suggests that *B. longum* subsp. *infantis* 157F, a strain that has been shown to inhibit enteropathogenic *Escherichia coli* in an animal model^41^, is actually a *B. longum* subsp. *longum* strain. This is consistent with the 157F genome lacking several gene clusters characteristic of *B. infantis* subspecies^33^,^34^.

### Physiology of the consumption of HMO in *B. longum*

To understand the strain-level growth behavior of *B. longum* on HMO, we used HMO purified from pooled breast milk samples, in addition to individual HMO structures, as the sole carbon source in growth experiments. The individual HMO structures represent the chemical diversity found in breast milk: LNT, LNnT, 2FL, 3FL, 3SL and 6SL. We also included mucin as a substrate, as it has been reported that some *B. longum* strains can use these glycoproteins as a carbon source^42^.

Most *B. longum* strains grew to intermediate levels on HMO (OD_600_ values (0.5–0.8); Table 1 and Figure S2), values which are lower than that obtained by *B. infantis*^37^. Growth using specific HMO structures showed important differences in HMO utilization among the strains. All strains grew well on LNT (Galβ1-3GlcNAc linkage; Figure S2) as the sole carbon source (Table 1). LNT is the most abundant oligosaccharide in breast milk that supports the growth *in vitro* of several bifidobacteria^38^. In contrast, growth of *B. longum* strains on the isomer LNnT (containing a Gal(β1-4)GlcNAc linkage) was markedly low for most strains, with the exception of SC558 and SC664 that displayed good growth on this oligosaccharide (Table 1, Figure S2).

Fucosylated HMO represent a large percentage in breast milk, and utilization of these carbohydrates is common in *B. bifidum*, *B. infantis*, and select *B. breve* strains^22^,^25^,^38^. Using 2FL and 3FL as a carbon source, we found that most *B. longum* strains do not grow on these substrates (Table 1). However, *B. longum* strain SC596 exhibited vigorous growth on 2FL and 3FL, reaching maximum OD_600_ values considerably higher than *B. infantis* (Fig. 1A,B).

None of the *B. longum* strains were able to grow on 3SL or 6SL as a sole carbon source (Table 1, Figure S2). In contrast, several strains grew at lower levels on mucin as the sole carbon source, higher than *B. animalis* but not similar to known mucin-degrader *B. bifidum* PRL2010^28^ (Table 1 and Figure S2). Strain SC215 displayed higher OD than any other *B. longum* isolate on this substrate (Figure S2). Mucin appears to be preferentially used by several *B. bifidum* strains^28^, and several *B. longum* and *B. bifidum* strains have been shown to encode endo-α-*N-*acetylgalactosaminidases^42^,^43^, enzymes that can release *O*-linked glycans from intestinal mucins.

Maximum growth OD_600_ values for each *B. longum* strain on each substrate were examined via principal component analysis (PCA; Figure S3). PCA1 and PCA2 explain 53.59% and 21.12% of data variation, respectively. This analysis indicates that in general the patterns of utilization of LNT, LNnT, and mucin were the most diverse among *B. longum*. The second part of the plot shows that strain SC596 is rather divergent from the rest of strains, which is probably due to its better growth on several classes of HMO. In contrast, strain SC249 showed poor growth on all substrates tested and also appeared distant from the other strains. In summary, the ability of *B. longum* to grow on individual HMO appears strain-specific, with several novel strains consuming complex HMO.

### Glycoprofiling of the HMO consumption

To better understand HMO consumption preferences, mass spectrometry-based glycoprofiling was run on strains that displayed better growth on HMO (SC215, SC596, SC558, SC618 and SC697; Table 1), with *B. longum* DJO10A as a control. Accounting for total HMO consumption, percentages were rather low, varying from 15 to 30% for strain SC596 (Fig. 2A). *B. longum* DJO10A and JCM1217 have been the only strains of this subspecies previously tested for HMO growth, and their low consumption is in agreement with these results (Fig. 2A). Utilization of fucosylated HMO was significantly higher for strain SC596 (30%), with consumption also observed for strains SC215 and SC558 (Fig. 2B).

Details on specific HMO structure consumption are shown in Fig. 3, and detailed HMO compositions are shown in Table S2. All strains tested completely consumed LNT (and/or its isomer, LNnT, which cannot be resolved from the analysis), in agreement with the idea that LNT is a preferred substrate for *B. longum*. Strain SC215 was unique in that it could ferment LNH, its isomer p-LNH, and sialyl-LNH (Fig. 3A) as well as several larger, complex fucosylated HMO (Fig. 3B). The ability of SC215 to degrade complex fucosylated HMO is interesting considering this strain cannot use 2FL as a growth substrate (Figure S2). In agreement with the FL growth phenotype, *B. longum* SC596 completely depleted 2FL, LNFP and LDFT from the HMO pool (Fig. 3B).

Temporal glycoprofiling of HMO by SC596 revealed fucosylated HMO are utilized first, with 2FL and LDFT reaching 100% consumption during mid exponential growth (Fig. 2C). In contrast, neutral HMO like LNT were depleted only in late exponential phase. Utilization of LNFP I and III followed a similar pattern as LNT and consumption of other HMO did not show any temporal preference. In aggregate, these results indicate that specific infant *B. longum* strains consume fucosylated HMO, and that one strain actually has a preference for fucosylated HMO over neutral oligosaccharides.

### Genome sequencing of *B. longum* SC596

Due to the increased consumption of fucosylated HMO by *B. longum* SC596, a draft genome sequence was generated in order to identify key genes linked to this enhanced HMO consumption. To sequence SC596, 45 million reads with HiSeq Illumina sequencing (100 bp paired ends, coverage 800X) were generated, and the Integrated Microbial Genome Expert Review annotation platform ( https://img.jgi.doe.gov, GOLD Project ID: Gi17164), was used for annotation and deposition. The SC596 genome assembled into 50 contigs, with an average of 52092 bp per contig. Genome size was 2.602 Mb, with a G + C content of 59.93%.

### Comparative genomics of subsp. *longum*

The genome of *B. longum* SC596 contains a variety of genes associated with oligosaccharide utilization (Table S3). In particular, *B. longum* SC596 was found to contain two genes encoding α-fucosidases, similar to *B. longum* strains CMCC P0001 and JDM301 (Table S3). These three same strains also possessed an overabundance of the COG1653 (Family 1 Solute Binding Proteins) compared to other *B. longum* genomes (Table S3). These proteins are the binding component of ABC transporters for oligosaccharides. These observations initially suggest that SC596 has an additional preference for complex oligosaccharides by comparison to the other *B. longum* strains.

Phylogenomic level comparison of *B. longum* genomes suggest strain SC596 is more related to strains from adult origin, than other infant strains (Figure S4). Comparative genomics also confirm that *B. longum* 157F belongs to the subspecies *longum* and that *B. longum* JDM301 forms a different cluster—observations which are in agreement with the MLST data (Figure S1) and previous *B. longum* pangenome analysis^34^. *B. longum* DJO10A, a strain from adult origin and one of the most studied in the species *longum*, does not grow well on HMO^37^. A direct comparison of DJO10A and SC596 (Figure S5) revealed genes unique to each strain suggesting differential adaptations. For example, strain SC596 contains a complete cluster for exopolysaccharide biosynthesis, which is absent in DJO10A. It also contains a two-component system and a potassium channel with a putative role in osmoregulation (data not shown). Strain SC596 also possesses several other ABC transporters for oligosaccharides compared to DJO10A. Genes from DJO10A plasmids, pDOJH10-L and pDOJH10-S, were absent in strain SC596, as well as a gene encoding a NADPH-quinone reductase.

### Global transcriptomics of *B. longum* SC596 during growth on HMO

The transcriptomic response of SC596 on HMO was explored in two sets of experiments. 

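RNA was sequenced in 18 libraries over 9 conditions, with 2 replicate libraries, A and B, in each. The conditions were lactose, pooled HMO at early, mid1, mid2 and late exponential phase, LNT, LNnT, 2FL and 3FL, each substrate at 2%. HMO cultures were taken at an OD of approximately 0.2, 0.4, 0.6 and 0.75, and the other cultures at an OD of 0.5 to 0.6. The sample labels carry 18 strain names, 1 for each library, while the paper's text names SC596 throughout, and the strain was taken from the paper. The authors trimmed the reads, aligned them to the coding regions of their SC596 genome with at most 2 mismatches, counted them per locus tag and deposited the counts without normalization. Whether the counts hold total or unique gene reads is not stated in the paper's text, so genes with near-identical copies could share reads. Reads counted per library ranged from 3104249 to 17134484 with a median of 6003508. The totals of the 2 replicates were 4243518 and 7594423 on lactose, 5996053 and 6010964 at HMO early, 4293100 and 5003960 at HMO mid1, 4016256 and 4826995 at HMO mid2, and 3104249 and 3963333 at HMO late. They were 6832417 and 7230021 on LNT, 8377587 and 10630312 on LNnT, 5836574 and 17134484 on 2FL, and 7607429 and 12111408 on 3FL. The mean was 6934060 counted reads per library. The 10 most abundant genes took between 13.4% and 34.9% of the counts of a library. The authors also deposited RPKM as the mean of both replicates, and all 18486 values of the 2054 genes whose length could be recovered equal the mean of RPKM recomputed from the counts to within 0.006. RPKM per replicate was computed with those lengths, rounded to whole numbers, and for the other genes with the estimate before rounding. The length was such an estimate for 170 of the 2204 genes tested below and for 0 of the 35 genes of the paper's list. Of 2251 locus tags, 2204 passed edgeR's filter on low counts. Counts were scaled with TMM factors and fitted with edgeR's quasi-likelihood model, all 9 groups in one fit with 9 residual degrees of freedom. Each adjusted p is the Benjamini-Hochberg false discovery rate (FDR) over the 2204 genes, and genes under 0.05 were counted as changed.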

SC596 was grown on HMO purified from pooled breast milk samples as the sole carbon source, and samples were taken at four time points during exponential phase (early, mid1, mid2 and late exponential, see materials and methods). These samples match those used for glycoprofiling described above. In addition, *B. longum* SC596 was grown to mid exponential phase on select individual HMO: LNT, LNnT, 2FL and 3FL. Samples taken during growth on lactose were used as a reference control, given that this sugar is the structural precursor of all HMO, and that *B. longum* uses lactose instead of glucose as the preferential carbon source^44^.

Over 163 million 50 bp reads were generated from 36 independent RNA-seq experiments with an average of 9.09 million reads per sample using Illumina HiSeq (Table S4). Of these, 76.6% aligned to coding genes, with an 11.6% aligning to intergenic regions. 

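The deposited counts sum to 124813083 reads on 2251 locus tags over the 18 libraries. Divided by the paper's total of reads generated, this is 76.6%. No count fell on 7 of the locus tags in any library. A single locus, BLNG_02062, took 2.52% of the counts on average, with a range of 0.445% to 8.78% between libraries. Its recovered length of 3059 nt is no multiple of 3.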

16S and 23S transcripts represented in average 0.9% and 2.3% of the total sequences. Other features and statistics of these experiments are shown in Table S4.

All datasets were first compared among each other. The heatmap in Fig. 4 shows the Euclidian distances between the whole transcriptome of each sample. This analysis shows that all replicates are most similar to each other. 

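Euclidean distances were computed between the 18 libraries over the 2244 genes with at least 1 count, after DESeq2's variance stabilizing transformation. All 18 libraries had the other replicate of their own condition as their nearest neighbour. The distance between replicates ranged from 7.02 on 3FL to 25.9 at HMO mid1. Whether the 3FL libraries come from separate cultures was not tested. Replicates were 16.7 apart on lactose, 19.6 at HMO early, 24.2 at HMO mid2, 24.9 at HMO late, 16.7 on LNT, 15.0 on LNnT and 12.1 on 2FL. Libraries of different conditions were between 14.3 and 72.0 apart. The smallest of these distances, between 2FL and 3FL, was larger than the replicate distance of either. The count of 18 did not change on log2 CPM, log2(RPKM + 1), DESeq2's rlog, the 500 most variable genes, without the genes that the paper names, or with 1 - Spearman correlation as the distance.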

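The mean distance between 2FL and 3FL libraries was 14.7, the smallest of the 36 pairs of conditions. Libraries of 2FL and 3FL lay 40.4 to 41.7 from the lactose libraries and 45.2 to 63.3 from the HMO libraries. All 4 of them were nearer to both lactose libraries than to any HMO library. This number fell to 0 when only the 500 most variable genes were used. Between 3FL and 2FL, 66 of 2204 genes were changed in edgeR's quasi-likelihood test, 19 higher and 47 lower on 3FL. The count was 29 and 42 without replicate A or B of 2FL, and 28 without either replicate of 3FL. DESeq2 called 114, and edgeR with only the 2 groups in the fit 429. With the TMM factors replaced by library size alone, 27 genes were higher and 33 lower.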

Interestingly, global responses of *B. longum* SC596 to 2FL and 3FL were very similar and more related to lactose than any HMO time point. 

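At HMO early the mean distance was 46.2 to the 4 libraries of 2FL and 3FL, 56.9 to the 4 libraries of LNT and LNnT and 57.3 to lactose. At HMO mid1 these means were 49.8, 48.2 and 57.4, at HMO mid2 57.0, 43.9 and 58.4, and at HMO late 61.4, 48.7 and 61.2. The distance to 2FL and 3FL minus the distance to LNT and LNnT was -10.6 at early, 13.1 at mid2 and 12.7 at late exponential phase. For each of these 3 time points the two-sided exact permutation test over the 70 splits of the 8 libraries gave p = 0.02857, the smallest it allows, and 0.0381 after Benjamini-Hochberg adjustment over the 4 time points. The 8 libraries are 2 replicates of each of 4 substrates and are not fully exchangeable. At HMO mid1 the difference was 1.53 with an exact permutation p of 0.171. It was -1.62 without replicate A of HMO mid1 and 4.67 without replicate B. HMO early lay 55.0 from LNT and 58.7 from LNnT. Complete linkage divided the libraries into a cluster of lactose, 2FL, 3FL, HMO early and HMO mid1, and a cluster of HMO mid2, HMO late, LNT and LNnT. Average linkage gave the same clusters.

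**Figure D1:**
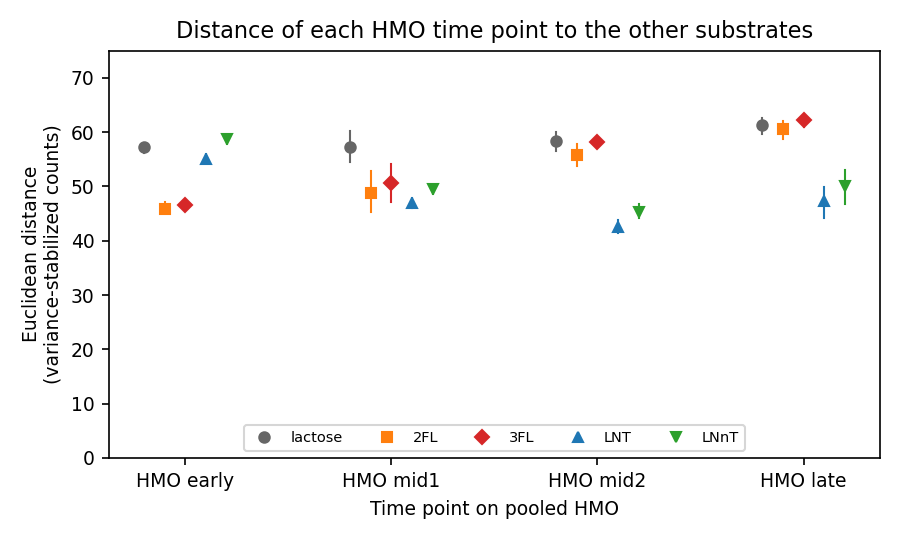
Euclidean distance between variance-stabilized counts of the HMO libraries at each time point (horizontal axis) and those of the other substrates. Points are means over the 4 pairs of libraries and lines span the lowest and highest pair. At HMO early the distances to 2FL and 3FL are lowest, at 45.8 and 46.6, and at HMO mid2 those to LNT and LNnT, at 42.6 and 45.2.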

Transcriptomes from the early and mid1 time points during growth on HMO clustered closer to lactose and FLs, while mid2 and late HMO time points appeared more similar to LNT and LNnT. 

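HMO early and HMO late libraries were 70.0 to 72.0 apart, with a mean of 70.9 that ranked 1st among the pairs of conditions. The next largest mean was 62.2, between HMO late and 3FL. Neighbouring time points were 35.8 apart from early to mid1, 46.3 from mid1 to mid2 and 41.9 from mid2 to late. On log2(RPKM + 1) the pair ranked 2nd.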

Out of all the substrates, the HMO early and late time points were the most different (Fig. 4), suggesting a large change in transcriptional state in strain SC596 during growth on HMO, complementing the progression in oligosaccharide preferences depicted in Fig. 2C.

#### Differentially Expressed Genes

A large number of genes were differentially regulated by each treatment relative to lactose (Tables S5, S6 and S7). These genes were classified by their log2foldchange relative to lactose, and analyzed using Gene Set Enrichment Analysis. 

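Against lactose, edgeR's quasi-likelihood test called 1478 of 2204 genes changed at HMO early (706 higher, 772 lower), 1391 at HMO mid1 (652 and 739), 1416 at HMO mid2 (612 and 804) and 1473 at HMO late (658 and 815). It called 1325 on LNT (627 and 698), 1463 on LNnT (713 and 750), 1147 on 2FL (525 and 622) and 1225 on 3FL (554 and 671). The 8 comparisons share the lactose libraries. With a log2 fold change of at least 1 in size required as well, the counts were 726, 618, 644, 729, 495, 656, 351 and 405 in the same order. Both libraries lay on the same side of both lactose libraries for 1819 of all 2204 genes at HMO early, an arrangement that chance gives to 33.3% of genes. For 3FL against 2FL, with 66 genes changed, this count was 1396, so a share over 33.3% does not by itself show changed genes. The split into higher and lower genes moved with the scaling. With library size alone in place of TMM, 535 genes were higher and 920 lower at HMO early, 350 and 1217 at mid1, 335 and 1222 at mid2, 312 and 1352 at late, 308 and 1096 on LNT, 211 and 1553 on LNnT, and 657 and 510 on 3FL. This scaling shifted the median log2 fold change of all genes by -0.22, -0.51, -0.46, -0.65, -0.43, -0.90 and 0.12 in these 7 comparisons, and the median of the FHMO cluster turned from higher to lower on LNT and LNnT. Of the 35 genes that the paper names or shows in Fig. 5, 32, 33, 31, 31, 28, 34, 32 and 31 were changed over all genes tested. Adjusted over the list alone the count differed on 3FL only, where it was 32. The study chose this list on these libraries, so the counts are not independent evidence.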

Functional annotations tested included COG functions, KEGG pathways, GO terms, and SRI pathways.

Functional enrichment results for genes up- and down-regulated relative to lactose are summarized in Tables S5 and S6, respectively. Several gene categories related to translational processes were significantly up-regulated at the early HMO points. Categories such as ATPases of ABC transporters and carbohydrate transport were upregulated during growth on certain HMO species. Interestingly, growth on HMO also induced xylan utilization genes (Table S6). Other evidence has indicated a role for this pathway in utilization of host-derived glycans by *B. bifidum*^28^.

#### Functional transcriptomics of HMO utilization in B. longum SC596

Integration of genomic information and transcriptomic profiles during growth on pooled HMO or single HMO molecules allowed identification of several clusters likely responsible for the unusual HMO consumption phenotype of SC596. To complement these observations, we examined the biological function of the ABC transporters and enzymes in these clusters, by using a mammalian glycan array to determine the affinities of the transporters or mass spectrometry to determine the specificities of glycosyl hydrolases for HMO.

#### B. longum LNB/GNB cluster

Most bifidobacterial genomes studied to date contain a cluster devoted to the import and processing of type 1 HMO (termed the LNB/GNB cluster^46^, Figure S6). This cluster contains an ABC importer for LNT and other HMO containing the Galβ1-3GlcNAc/GalNAc linkage^20^, and a Leloir-like pathway that further process galactose and GlcNAc/GalNAc into the bifid shunt^47^. In SC596 all genes in this cluster (BLNG_00160-00166; Table S8) were induced several fold during growth on HMO, suggesting their participation in HMO metabolism (Fig. 5). These genes were also induced several fold during growth on LNT and LNnT as well. However, levels of expression were low during growth on lactose, 2FL or 3FL, which is in agreement with the idea of their specific role in metabolism of HMO containing the Galβ1-3GlcNAc linkage.

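Against lactose, 6 of the 7 genes BLNG_00160 to BLNG_00166 were higher at HMO early and mid1, and 7 at mid2 and late. Their median log2 fold change was 2.36 at early, 3.55 at mid1, 3.33 at mid2 and 4.19 at late exponential phase. The late value moved most with limma on log2(RPKM + 10), to 3.53. BLNG_00164 rose the most at early and mid1, by a log2 fold change of 4.52 (SE 0.17) and 5.53 (SE 0.18), from an RPKM of 20.7 ± 1.64 (SD, n = 2) on lactose. BLNG_00160 had a log2 fold change of 0.61 (SE 0.14, FDR 0.000748 from edgeR's quasi-likelihood test) at early and 4.19 (SE 0.16) at late exponential phase. BLNG_00166 was lower than on lactose at HMO early, with a log2 fold change of -0.68 (SE 0.10, FDR 1.36e-05 from the same test). It did not differ detectably at mid1 (-0.11, SE 0.10, FDR 0.357 from edgeR), where the value without lactose replicate B was 0.01, and it was 0.60 at mid2 and 1.34 at late exponential phase. With library size alone the value at mid1 was -0.63, past the threshold, and that at mid2 was 0.14, no longer past it.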

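On LNT and on LNnT all 7 genes of the LNB/GNB cluster were higher than on lactose with TMM scaling, with medians of the log2 fold change of 3.11 and 3.77. BLNG_00164 reached 5.28 (SE 0.18) on LNT and 6.75 (SE 0.18) on LNnT. BLNG_00166 rose the least, by 0.38 (SE 0.10, FDR 0.00386) on LNT and 0.51 (SE 0.10, FDR 0.000277) on LNnT in edgeR's test. Its direction depended on the scaling, with -0.05 on LNT and -0.39 on LNnT under library size alone.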

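RPKM of the 7 genes ranged from 20.7 to 3049 on lactose with a median of 458, from 85.1 to 1666 on 2FL with a median of 280.1, and from 80.6 to 1512 on 3FL with a median of 292. The median was 2932 on LNT and 2327 on LNnT. On lactose the highest values were 3049 ± 154 (SD, n = 2) for BLNG_00166 and 2248 ± 12.4 for BLNG_00160. Relative to lactose, 3 of the 7 genes (BLNG_00163, BLNG_00164 and BLNG_00165) were higher on 2FL and on 3FL and the other 4 were lower, with median log2 fold changes of -0.76 and -0.77. BLNG_00164 was higher by 2.18 (SE 0.17) on 2FL and 2.04 (SE 0.17) on 3FL.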

Solute Binding Proteins (SBPs) are a major determinant of specificity in the import of complex oligosaccharides in bifidobacteria^20^. The SBP BLNG_00160 in the LNB/GNB cluster binds linkages with Galβ1-3 (Galβ1-3Gal/GlcNAc/GalNAc; Table 2), as found in LNT, Galacto-*N-*tetraose (GNT), LNB and GNB. In addition, BLNG_00160 showed high affinity for other structurally related glycans, such as sialyl LNT, LNT, and even several complex bi- and tri-antennary *N-*glycans (Table 2). Several milk and intestinal glycoproteins contain *N-*glycans, which have been thought to be potential carbon sources for intestinal bifidobacteria^48^.

A second ABC transporter (BLNG_00933-00936; Figure S6) was also induced up to 300 fold during growth on HMO, however only at later time points (Fig. 5). This cluster was also highly expressed during growth on LNT and LNnT again, suggesting a linkage to the LNT consumption preferences witnessed in Fig. 2C. 

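The log2 fold change against lactose of the 4 genes BLNG_00933 to BLNG_00936 had a median of -0.65 at HMO early, 2.30 at mid1, 6.22 at mid2 and 6.87 at late exponential phase. All 4 genes were higher than on lactose from mid1 on. At early exponential phase edgeR's test called 1 gene higher, BLNG_00933 (0.42, SE 0.18, FDR 0.0455), and 2 lower, BLNG_00935 and BLNG_00936. It called 0 higher with library size alone, and 0 without either lactose replicate or without replicate B of HMO early. The largest change on HMO was that of BLNG_00933 at late exponential phase, with a log2 fold change of 7.13 (SE 0.20, FDR 3.53e-15 from edgeR's quasi-likelihood test), or 140.4 fold. The largest fold on HMO lay between 70.7, with limma on log2(RPKM + 10), and 153, with DESeq2. BLNG_00936, the gene of the SBP, had log2 fold changes of 0.96 (SE 0.17) at mid1, 5.51 (SE 0.20) at mid2 and 6.69 (SE 0.21) at late exponential phase. Its RPKM was 871 ± 15.1 (SD, n = 2) on lactose, 188 ± 17.6 at early and 57550.0 ± 1531 at late exponential phase, where it ranked 1st among all genes by RPKM.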

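On LNT the genes BLNG_00933 to BLNG_00936 had a median log2 fold change of 6.33 against lactose, and on LNnT of 7.40. BLNG_00933 reached 6.99 (SE 0.20) on LNT and 8.44 (SE 0.21) on LNnT, or 127 and 348 fold. With library size alone these folds were 94.0 and 187. With limma on log2(RPKM + 10) they were 74.5 and 148, and the medians 5.71 on LNT and 6.30 on LNnT. BLNG_00936 had an RPKM of 31809.6 ± 7232 (SD, n = 2) on LNT, the highest of all genes there, and of 23776 ± 5018 on LNnT. On 2FL and 3FL 2 of the 4 genes (BLNG_00933 and BLNG_00934) were higher than on lactose and 1, BLNG_00936, was lower in edgeR's test.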

The glycan specificity of the SBP in this cluster (BLNG_00936) is oriented toward oligosaccharides with Galβ1-3 as common motif (Galβ1-3GalNAc, GNB and Galβ1-3Galβ1-4GlcNAc), albeit via weak binding (Table 2).

#### B. longum β-galactosidases

In general, β-galactosidases active on HMO have a preference for either type 1 (Gal(β1-3)GlcNAc), or type 2 (Gal(β1-4)GlcNAc) linkages found in HMO^21^. 

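RPKM of BLNG_00015 had a median of 5112 over the 9 conditions, and that of BLNG_01753 a median of 324. The lowest condition of BLNG_00015 was HMO late and that of BLNG_01753 was HMO early. The other genes for β-galactosidases could not be identified, since the deposited tables hold locus tags without product names.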

In *B. longum* SC596 only two genes encoding β-galactosidases (BLNG_00015, BLNG_01753) were expressed at considerable values at all conditions assessed in this study (Fig. 5, Table S8). BLNG_00015 belongs to the carbohydrate active enzyme (CAZY) family GH2 while BLNG_01753 is a member of the GH42 family (Table S8). Neither enzyme appeared to be extracellular since they lack transmembrane domains or signal peptide sequences. Their amino acid sequences share more than 95% identity with Blon_2334 and Blon_2016 (respectively) from *B. infantis* ATCC 15697; previously studied enzymes that display high efficiency towards lactose and LNnT (type 2; Blon_2334), and LNT-like HMO (type 1; Blon_2016)^21^,^49^.

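Mean RPKM of BLNG_00015 over 2 replicates was 7527 ± 151 (SD) on lactose, 13678 ± 1665 at HMO mid1, 4961 ± 224 at mid2 and 1439 ± 243 at late exponential phase. It was 7125 ± 922 on LNT, 6517 ± 299 on LNnT, 3875 ± 40.5 on 2FL and 2984 ± 45.5 on 3FL. In edgeR's quasi-likelihood test the log2 fold change at HMO late was -1.74 (SE 0.17, FDR 5.99e-08) against lactose and -1.40 (SE 0.17, FDR 5.39e-07) against HMO early. It was 1.39 (SE 0.17) at HMO mid1. The gene was also lower than on lactose on 2FL, at -1.01 (SE 0.16), and on 3FL, at -1.46 (SE 0.17).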

Considering that all substrates used in transcriptome profiling contain a terminal lactose, it is not unexpected that BLNG_00015 displayed high expression values on all substrates used and at any time point during growth on HMO (with a decrease at the late-exponential phase; Fig. 5). Purified BLNG00015 enzyme exhibited maximal activity at pH 6.0 and 55 °C. This enzyme appeared to be specific for type 2 linkages releasing galactose from lactose and LNnT (TLC results, data not shown). Mass spectrometry was also used to detect the activity of this enzyme previously incubated with HMO purified from breast milk (Fig. 6). BLNG00015 displayed a general preference for terminal β1-4 linkages, as found in LNH, LNnH, and other more complex oligosaccharides up to 10 residues, although the enzyme reduced the concentration of several other HMO (Fig. 6).

A second β-galactosidase involved in HMO degradation in *B. longum* SC596 is BLNG_01753, a GH42 family enzyme. Expression of BLNG_01753 displayed medium RPKM values (150–500 RPKM) across all substrates, but with increasing values toward later time points during growth on HMO. This observation correlates with neutral HMO being fermented after fucosylated HMO observed during the temporal glycoprofiling (Fig. 5). 

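RPKM of BLNG_01753 was 136 ± 2.45 (SD, n = 2) at HMO early, 588 ± 8.05 at mid2 and 534 ± 3.66 at late exponential phase. It was 342 on lactose, 352 on LNT, 281 on LNnT, 143 on 2FL and 150.0 on 3FL. Between HMO late and HMO early the log2 fold change was 2.40 (SE 0.10, FDR 3.63e-13 from edgeR's quasi-likelihood test). From mid2 to late the gene was not changed (0.05, FDR 0.69 from the same test), and with library size alone the value was -0.14, also short of the threshold. Against lactose it was lower at HMO early (-1.11 (SE 0.10)), on 2FL (-1.31 (SE 0.09)) and on 3FL (-1.31 (SE 0.09)), and higher at HMO mid2 (1.24 (SE 0.09)) and HMO late (1.29 (SE 0.09)).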

Purified BLNG01753 has an optimum pH of 5.5 and 55 °C, similar to what has been found in its homolog in *B. infantis*^49^. Mass spectrometry-based analysis of HMO cleavage products revealed BLNG01753 displayed a general preference for type 1 HMO species as found in LNT, LNH, DFpLNH II and DFLNO I (Fig. 6). Together, these data indicate that neutral HMO are metabolized by *B. longum* SC596, with features that resemble more of the *B. infantis* strategy for HMO consumption (import of HMO and intracellular degradation mediated by SBPs) than that of *B. bifidum* (extracellular degradation and import of mono and disaccharides^19^).

#### B. longum FHMO cluster

Strain consumption data described above revealed that SC596 has a preference for fucosylated HMO such as 2FL and LNFP. Genome analysis and RNA-seq revealed a prominent gene cassette in SC596 that was absent in DJO10A, a strain that does not consume fucosylated oligosaccharides (Fig. 7 ref. 37). This cluster, termed FHMO (Fucosylated Human Milk Oligosaccharides utilization cluster) comprises genes BLNG_01254 to BLNG_01264, encoding a LacI-like transcriptional regulator, an ABC transporter, an SBP and ABC permease system, putative fucose metabolism genes and two α-fucosidases (Fig. 7).

The putative SBP in the FHMO cluster, BLNG_01257, provides the glycan specificity to the ABC cassette. Purified BLNG01257 bound strongly to Fuc(α1-2)Gal, the H-antigen precursor in ABO glycans, and also a common epitope in milk oligosaccharides (Table 2). This SBP was also able to recognize 2FL and Fuc (α1-2) Gal (β1-4) GlcNAc(β1-3) GalNAc. BLNG_1257 is homolog to Blon_0343 and Blon_2202 in *B. infantis*, SBPs that display identical ligand affinities for small fucosylated HMO^20^.

The two α-fucosidases present in the FHMO cluster (BLNG_01263 and BLNG_01264, Fig. 7) appear to be intracellular enzymes, given the lack of transmembrane domains or signal peptide sequences. Recombinant BLNG01263 displayed a preference for α(1–3/4) Fuc linkages, digesting HMO up to 10 residues such as IFLNH III, MFpLNH IV and DFLNO I and II (Fig. 6). These results resemble α-fucosidase Blon_2336, a close homolog found in *B. infantis* ATCC 15697^22^. The second α-fucosidase on this cluster, BLNG_01264, shares a 77% identity with Blon_2335 in *B. infantis*^22^. Purified BLNG01264 was shown to digest α(1–2) fucosyl linkages, however it also cleaved certain HMO with a α(1–3) Fuc linkage (Fig. 6). For example, it removed nearly 100% 2′FL, LDFT, LNFP and DFLNHa, all containing an α(1–2) fucosyl linkages. Interestingly, the specificities of BLNG_01263 and BLNG_01264 are highly complementary, indicating that expression of both enzymes possibly renders 100% consumption for most fucosylated HMO (Fig. 6).

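The mean log2 CPM of the transporter genes BLNG_01255 to BLNG_01257 minus that of BLNG_01258 to BLNG_01264, the fucose metabolism and α-fucosidase genes, was taken per library. It was 2.95 ± 0.13 (SD, n = 2) on lactose, 0.41 ± 0.04 at HMO early, 0.23 ± 0.09 at mid1, 0.25 ± 0.05 at mid2 and 0.87 ± 0.22 at late exponential phase. On LNT it was 0.67 ± 0.17 and on LNnT 1.20 ± 0.07. The 2FL mean was 2.19 and the 3FL mean 2.04, with SDs under those of every other condition. The 4 libraries of 2FL and 3FL exceeded the 6 libraries of HMO early, mid1 and mid2 by 1.82, the lowest of the former being at 2.03 and the highest of the latter at 0.44 (exact permutation test, two-sided, p = 0.004762, the smallest that 210 splits give). The 10 libraries are 2 replicates of each of 5 conditions and are not fully exchangeable, and with the conditions as units the exact permutation p is 0.1, the smallest that 10 splits give. This contrast was set after the paper's Fig. 5, which shows these libraries, had been seen, so neither p is independent evidence. Without BLNG_01257 the difference was 1.40. The regulator gene BLNG_01254 had log2 fold changes against lactose of -0.52 (SE 0.12) at HMO early, 0.63 (SE 0.12) at mid1, -1.17 (SE 0.13) at late exponential phase, 1.79 (SE 0.12) on 2FL and 1.69 (SE 0.12) on 3FL. Its value at mid1 was 0.12 with library size alone, no longer past the threshold of edgeR's test.

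**Figure D2:**
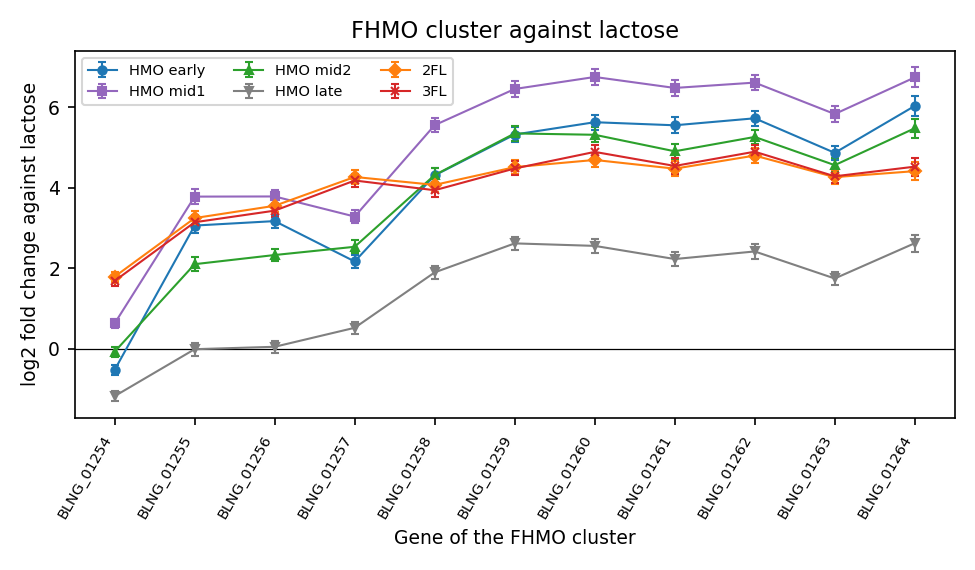
Log2 fold change against lactose (vertical axis) of the 11 genes of the FHMO cluster in 6 conditions. Points are edgeR estimates from 2 libraries per condition and bars their standard errors, and the values of BLNG_01254 lie between -1.17 and 1.79.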

All the genes within the FHMO cluster were expressed in a coordinated fashion across all conditions suggesting a single transcriptional unit (Fig. 5). 

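All 11 genes BLNG_01254 to BLNG_01264 were higher than on lactose on 2FL and on 3FL in edgeR's quasi-likelihood test. Their median log2 fold change was 4.27 on 2FL and 4.29 on 3FL, or 19.3 and 19.5 fold. The highest was that of BLNG_01262, with 4.80 (SE 0.18), or 27.9 fold, on 2FL and 4.90 (SE 0.18), or 29.8 fold, on 3FL. The median over the 11 genes on 3FL moved most with library size alone, to 21.2 fold. RPKM of the 11 genes ranged from 45.0 to 1119.9 on lactose with a median of 93.6, from 40.3 to 240.5 on LNT with a median of 84.1, and from 34.0 to 182 on LNnT with a median of 78.2. It ranged from 1297 to 11022 on 2FL and from 1371 to 10788 on 3FL. Against lactose 2 genes were higher and 5 lower on LNT, and 6 higher and 4 lower on LNnT. On LNT 1 was higher without lactose replicate B or without either LNT replicate. With library size alone 1 gene was higher on LNT and 0 on LNnT, and the median log2 fold changes of 0.21 and 0.49 turned to -0.22 and -0.41. The highest gene on LNnT, BLNG_01260, turned from 0.83 to -0.07.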

Expression of the FHMO cluster was induced nearly 100 fold relative to lactose during growth on 2′FL or 3FL (Fig. 5) however the cluster was not expressed during growth on lactose, LNT or LNnT, substrates not containing fucose. Induction of the cluster peaked during growth at earlier time points during growth on HMO, returning to basal levels in late exponential phase. This observation correlates with the preferential consumption of fucosylated HMO by *B. longum* SC596 by comparison to neutral HMO (Fig. 2C).

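Against lactose the 11 genes of the FHMO cluster had a median log2 fold change of 4.87 at HMO early, 5.83 at mid1, 4.56 at mid2 and 1.90 at late exponential phase. The late value was 1.25 with library size alone and 1.18 with limma on log2(RPKM + 10). BLNG_01260 was the highest at mid1, with 6.75 (SE 0.20), or 108 fold, and BLNG_01264 at early, with 6.03 (SE 0.24). At late exponential phase 8 of the 11 genes were higher than on lactose and 1, BLNG_01254, was lower, and 7 were higher with library size alone. BLNG_01257, the gene of the SBP, was at 0.52 (SE 0.15) there and at -0.12 with library size alone. The largest change was that of BLNG_01264, 2.63 (SE 0.21), which was 2.06 to 3.03 with each library left out in turn. Median RPKM of the cluster was 3221 at early, 5022 at mid1, 1769.7 at mid2 and 292 at late exponential phase. Between HMO late and HMO mid1 all 11 genes fell, with log2 fold changes of -4.25 to -1.81. Between HMO late and LNT the median was 2.10, and 1.87 with library size alone.

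**Figure D3:**
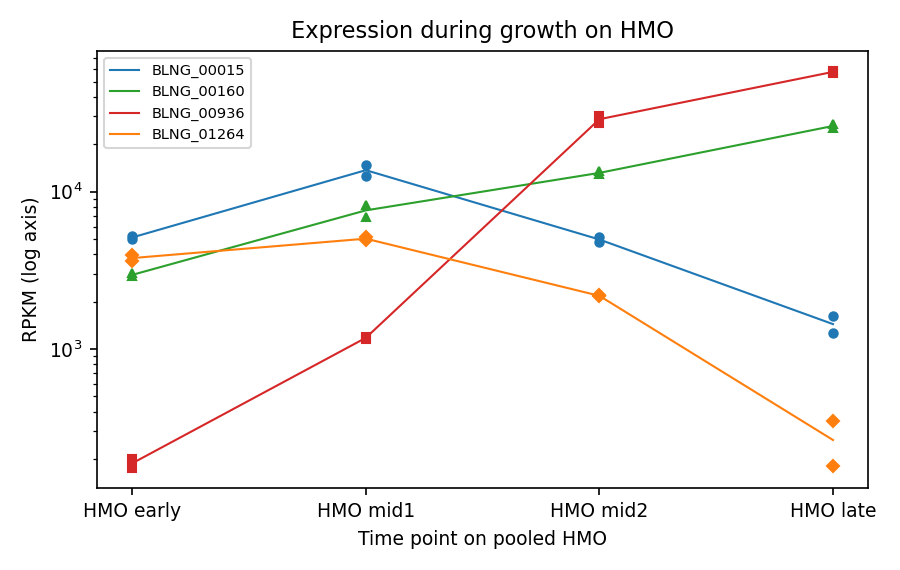
RPKM (log axis) of 4 genes at the 4 time points on HMO. Points are the 2 libraries of each time point and lines join their means. BLNG_00936 has means of 188 at early and 57550.0 at late exponential phase, and BLNG_01264 of 5022 at mid1 and 264 at late.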

An examination of other sequenced *B. longum* strains identified similar FHMO clusters in two *B. longum* strains, one of them isolated from a healthy infant (Fig. 7; ref. 50). Interestingly, the FHMO cluster found has significant homology to two ABC transporters in *B. infantis* (Blon_0341-0343 and Blon_2202-2204), and part of the well-described HMO cluster I in *B. infantis* (Fig. 7; ref. 33).

## Discussion

Bifidobacteria are important members of the intestinal microbiome in both infants and adults^4^. HMO and other milk glycoconjugates are considered the primary substrates for enrichment of these species in the infant gut. Previous genomic evidence suggests that *B. infantis* co-evolved with mammalian milk glycans via a complement of genes that allow the strains to be competitive in consumption of HMO in the neonate gastrointestinal tract^33^. These genetic determinants, forming discrete gene clusters in *B. infantis*, are mostly absent in *B. longum* strains of adult origin^35^. Indeed, *B. longum* isolated from adults has been usually regarded to be more competitive on plant oligosaccharides^51^. In this study, we determined that select *B. longum* strains can robustly consume HMO and identified and characterized gene clusters associated with this activity in strain SC596.

The HMO utilization in *B. longum* has only been addressed in a few adult-derived strains: DJO10A, JCM1217 and ATCC 15707^37^,^38^,^52^. These strains exhibited poor HMO metabolism, only consuming LNT from the pool HMO species present in human milk. In this study, we isolated and characterized a larger panel of infant-derived *B. longum* strains, and demonstrated more variation in growth on HMO. In addition to LNT utilization, which is mostly conserved in infant and adult-borne bifidobacteria, we found a *B. longum* strain displaying vigorous growth on LNnT (SC664, Figure S2). In addition to *B. longum* SC596 (that was further characterized in this study), strain SC215 displayed also a very competitive phenotype in HMO utilization in addition to mucin growth. This strain was unique in that it consumed neutral hexaoses such as LNH and p-LNH (Fig. 3), and several fucosylated HMO such as MFpLNH IV, 5130 a, 5130 b and DFLNO I (Fig. 3 ref. 12). The inability of SC215 to grow or consume 2FL, compared to more complex fucosylated HMO, suggests that 2FL is imported by different transporters. Moreover, SC215 also consumed vigorously sialyl-LNH (Fig. 3). While we did not find any evidence for sialidase activity on this strain, it is possible that this oligosaccharide is still imported and the neutral part of the molecule might be utilized. In aggregate, these observations allow us to conclude that HMO utilization is also variable in *B. longum*, similar to what has been observed for *B. breve* and *B. bifidum*^25^,^53^, and in contrast with *B. infantis* strains that display a very consistent consumption of major types of HMO^37^.

*B. longum* SC596 was able to grow vigorously on 2FL and 3FL to higher OD_600_ values than reference strain *B. infantis* ATCC 15697. When growing on pooled HMO, SC596 exhibited a clear preference for fucosylated HMO such as 2FL and LNFP, while consuming neutral HMO later during *in vitro* growth. Temporal glycoprofiling has shown different results among bifidobacteria. While *B. infantis* does not exhibit a preference for any neutral or fucosylated HMO consuming several HMO simultaneously^22^, specific *B. breve* strains are able to deplete sialylated HMO before reaching full consumption of neutral HMO such as LNT^25^. The genetic control mechanisms responsible for these different HMO species preferences are yet unknown, however the presence of LacI-like transcriptional regulators in several of the clusters described suggests they control the hierarchy in HMO utilization.

Whole transcriptomes of *B. longum* SC596 during exponential growth on HMO were largely divergent, indicating a large transcriptional change in SC596 as different HMO species were catabolized (Fig. 4). Such transition was not previously noted in *B. infantis* HMO-transcriptomes^53^, which were rather stable during growth, or *B. bifidum* SC555, where HMO-transcriptomes were similar to neutral HMO (LNT and LNnT). 

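Between HMO late and HMO early 1574 of 2204 genes were changed in edgeR's quasi-likelihood test, 764 higher and 810 lower, and 982 of them by a log2 fold change of at least 1 in size. With library size alone 537 were higher and 1065 lower, with the median of all genes shifted by -0.43. Of all 2204 genes 1852 had both libraries of one time point above both of the other, against 33.3% by chance. This count was 1396 for 3FL against 2FL, with only 66 genes changed, so it is weak evidence of change. Between neighbouring time points 841 genes were changed from early to mid1, 1197 from mid1 to mid2 and 1107 from mid2 to late. Outside the genes that the paper names, the largest rises were those of BLNG_00901, with a log2 fold change of 7.88 (SE 0.20, FDR 2.4e-15 from edgeR), and BLNG_00308, with 5.66 (SE 0.28, FDR 4.38e-12 from edgeR). The lowest fitted log2 fold changes were those of BLNG_01893, from 42 and 26 counts to 0 and 0, and BLNG_00555, from 47 and 9 counts to 0 and 0. These 2 genes are only 73 nt and 76 nt long, neither a multiple of 3, and may not be protein-coding. Their rank among the falls is not determined by counts of 0. Against the limit that such a count allows (3 counts over the group, with TMM factors) these 2 genes were at least 9.91-fold and 8.16-fold lower. With 1 library left out these limits fell to as little as 4.32-fold (without replicate B of HMO late) and 2.67-fold (without replicate A of HMO early), and the call of BLNG_00555 was lost without replicate A of HMO early and without either replicate of HMO late. The paper reads the divergence of the transcriptomes as a sign that transcription in SC596 changed widely as it moved from one kind of HMO to another.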

The latter strain focused its metabolism in this class of HMO rather than sialylated or fucosylated HMO^53^.

SC596 transcriptomes during growth on 2FL and 3FL were more similar to those observed at the early stages of growth on HMO, which is in agreement with the observed preference for fucosylated HMO determine by glycoprofiling and the induction of the FHMO cluster. Similarly, SC596 transcriptome transition in late exponential growth on HMO to a pattern similar to growth on LNT and LNnT, is again indicative of the prioritization of fucosylated oligosaccharides by SC596 over neutral HMO species.

Genomic and transcriptomic analyses helped identify the genetic loci putatively responsible for growth of *B. longum* SC596 on HMO. HMO utilization strategies in SC596 appear to occur via a mechanism that seems very similar to *B. infantis* ATCC 15697, which is based on the activity of several ABC transporters for HMO and intracellular glycosyl hydrolases. For example, the SBP in the LNB/GNB cluster (BLNG_00160) from SC596 displayed similar affinities for type 1 HMO as its homologs in *B. infantis* and *B. longum* strains^20^,^54^. Growth on HMO and other single HMO species led to a high expression of β-galactosidases and α-fucosidases that are genetically and functionally similar to previously characterized enzymes in *B. infantis* ATCC 15697^22^,^49^. One important consequence of this mode of consumption is that does not allow cross-feeding with other gut species, since oligosaccharides are imported inside the cell with each monosaccharide being fermented intracellularly.

Although full expression of the LNB/GNB cluster occurred during late exponential phase growth on HMO in addition to LNT and LNnT, it is yet unclear how LNT is metabolized. 

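In edgeR's test the log2 fold change from HMO early to HMO late was 3.57 (SE 0.15, FDR 6.49e-13) for BLNG_00160 and 2.02 (SE 0.11, FDR 9.64e-12) for BLNG_00166. RPKM of BLNG_00160 was 2958 ± 93.4 (SD, n = 2) at HMO early, 7597 ± 953 at mid1, 13143 ± 382 at mid2 and 26099.6 ± 1246 at late exponential phase. It was 12752 ± 1031 on LNT and 8860.4 ± 1117 on LNnT. BLNG_00164 had 404 at early, 658 ± 66.3 at mid1 and 441 ± 15.1 at late exponential phase. All genes from BLNG_00161 to BLNG_00165 had lower mean RPKM at late exponential phase than at mid1. BLNG_00161 went from 4251 ± 887 to 3638 ± 253, and BLNG_00162 from 3712 ± 649 to 2748 ± 131. Of the cluster, only BLNG_00160 and BLNG_00166 were highest at late exponential phase.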

The activation of the LNB/GNB cluster, in particular genes encoding lacto-*N-*biose phosphorylase, *N-*acetylhexosamine 1-kinase and GalE and GalT (Fig. 5 and Table S8), indicates that LNB is actively metabolized into the Leloir pathway^47^. How LNB is formed and is taken inside the cell is not yet clear. One possibility is that a membrane-bound lacto-*N-*biosidase cleaves LNT into LNB and lactose. However, SC596 does not appear to possess any homolog for this enzyme. It has been recently found that *B. longum* JCM1217 encodes a novel membrane lacto-*N-*biosidase^55^, which is enzymatically different from the enzyme previously characterized in *B. bifidum*^56^. This enzyme was not found in other *B. longum* genomes examined in this study excepting strain BBMN68.

Alternatively, degradation of neutral HMO could be sequential, using exo-acting glycosyl hydrolases. The activities of β-galactosidases and β-hexosaminidases release Gal, Glc and GlcNAc. While a β-hexosaminidase in SC596 displayed medium-low RPKM values across substrates (BLNG_00911; RPKM~100), expression data suggests that GlcNAc is metabolized in *B. longum* SC596 by two major enzymes: *N-*acetylglucosamine-6-phosphate deacetylase and glucosamine-6-phosphate isomerase (BLNG_00457 and BLNG_00458). 

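RPKM of BLNG_00911 lay between 66.6 ± 2.70 (SD, n = 2) at HMO mid1 and 229 ± 1.89 on 3FL, with a median of 113 over the 9 conditions. BLNG_00457 had 79.3 ± 5.75 on lactose, 121 ± 1.52 on 2FL, 146 ± 5.54 on 3FL and 2769 ± 85.2 at HMO early. BLNG_00458 had 102 ± 2.27 on lactose, 137 ± 8.10 on 2FL, 133 ± 6.70 on 3FL and 3246 ± 30.4 at HMO early. On LNT the 2 genes had 2567 ± 82.4 and 2982 ± 92.3.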

The respective genes are located in a cluster together with a transcriptional regulator (BLNG_00459) and a sugar kinase (BLNG_00460; Figure S6); a homolog of a similar gene in *B. infantis* we previously hypothesized activates GlcNAc to GlcNAc-6-P^24^. 

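On the log scale, the mean of the 4 HMO time points, LNT and LNnT exceeded the mean of lactose, 2FL and 3FL by 5.24 (SE 0.09) for BLNG_00457 and 5.36 (SE 0.07) for BLNG_00458, or 37.9 and 41.0 fold. The same mean exceeded lactose alone by 5.68 (SE 0.16) and 5.57 (SE 0.13), or 51.2 and 47.4 fold. Single conditions against lactose ranged for BLNG_00457 from 5.33 at HMO mid2 to 6.29 at HMO late, and for BLNG_00458 from 5.21 at HMO early to 6.17 at HMO late. The lower fold of the 2 genes against the mean of lactose, 2FL and 3FL moved most with limma on log2(RPKM + 10), to 23.1. With library size alone in place of TMM the 2 folds were 25.2 and 27.3, so their size depends on the scaling.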

BLNG_00457 and BLNG_00458 increase their expression 45–50 times during growth on HMO, LNT or LNnT relative to lactose, 2FL or 3FL. 

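BLNG_00460 exceeded its mean of lactose, 2FL and 3FL by a log2 fold change of 3.65 (SE 0.05), or 12.6 fold, in the mean of HMO, LNT and LNnT. By condition the fold against the same mean was 3.16 at HMO early, 10.3 at mid1, 12.8 at mid2, 20.5 at late exponential phase, 22.1 on LNT and 21.0 on LNnT. Against lactose alone the log2 fold change was 0.89 (SE 0.09) at HMO early and 3.59 (SE 0.09) at HMO late, and on 2FL it was -1.26 (SE 0.09, FDR 2.19e-09 from edgeR).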

The putative sugar kinase (BLNG_00460) also displays a 10-fold increase in its expression on these substrates (Fig. 5).

One striking difference between *B. longum* strains that do not grow well on HMO (such as DJO10A) and SC596 was the presence of the FHMO cluster. Affinities of the cognate SBP, and specificities of the two encoded α-fucosidases from this cluster clearly indicated their involvement in consumption of fucosylated HMO. In addition, the FHMO cluster was expressed as an HMO-inducible unit, in a modular fashion on fucosylated substrates and not during growth on neutral HMO. Fucose is a key monosaccharide characteristic of host-derived glycans, and it plays roles in pathogenesis and serves as a carbon source for certain gut microbes^57^. For example, *Bacteroides thetaiotaomicron* α-fucosidases release fucose in the gut environment rendering it available for other bacteria^58^. How fucose is metabolized in bifidobacteria is yet unclear however, the high expression of putative fucose metabolizing enzymes (Fig. 5; Table S8) suggest that fucose is used as a carbon source in bifidobacteria endowed with this pathway.

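The genes BLNG_01258 to BLNG_01262 had RPKM of 3068 to 5950.2 at HMO mid1 and of 1297 to 2215 on 2FL. On lactose the 5 genes lay between 45.0 and 122, on LNT between 40.3 and 84.1 and on LNnT between 34.0 and 83.8.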

The FHMO cluster in *B. longum* SC596 displays some similarities with the HMO cluster I from *B. infantis* (BLNG_01258 to BLNG_01264; ref. 33), with nearly identical fucose metabolism genes and α-fucosidases (Fig. 7). Moreover, the FHMO cluster displays homology with two ABC cassettes (SBPs and permeases) found in other regions of the ATCC 15697 genome, that putatively import 2FL and Fuc(α1-2)Gal^20^. This suggests that these clusters are genetically related, however establishing ancestry is difficult given the relatedness of the strains. Considering that the intact HMO cluster I appears to be conserved within *B. infantis*^33^,^35^, it is tempting to hypothesize that portions of the HMO cluster I transferred to select *B. longum* isolates residing in the infant gut microbiota.

## Conclusion

In this work we examined a panel of *B. longum* isolates of infant origin to determine the physiological and genetic variation for HMO consumption. Unlike *B. infantis*, the growth phenotype of infant-borne *B. longum* strains on HMO appears variable and only select strains are capable in consuming large, complex HMO species. Further characterization of a *B. longum* strain that grows well on fucosylated HMO revealed a unique preference for these structures over neutral HMO. Genomic analysis identified key gene clusters linked to fucosylated HMO consumption, resembling cognate genes in *B. infantis* ATCC 15697, however *B. longum* SC596 displayed a unique and modular induction of HMO utilization genes. The characterization of *B. infantis*^19^, *B. breve*^25^ and *B. longum* isolates with unique HMO consumption preferences suggests a complementary strategy for survival in the nursing infant gut whereby different species and subspecies may be able to gain an advantage by more effectively consuming a targeted portion of the HMO repertoire delivered to the infant colon.

## Methods

### Bacteria and media

*Bifidobacterium* strains used in this study (Table S1) were previously obtained from fecal samples from exclusively breast-fed term infants and deposited in the UC Davis Viticulture & Enology Culture Collection (Davis, CA^25^). Bacteria were also obtained from the Japanese Collection of Microorganisms (Riken Biosource Center Japan), the American Type Culture Collection (Manassas, VA). For routine experiments, bifidobacteria were grown on de Man-Rogose-Sharp (MRS) broth supplemented with 0.05% w/v L-cysteine (Sigma-Aldrich, St. Louis, MO), and incubated for 18 h at 37 °C in an anaerobic chamber (Coy Laboratory Products, Grass Lake, MI), in an atmosphere containing 5% carbon dioxide, 5% hydrogen, and 90% nitrogen. Prior to each assay all bacteria were subcultured twice.

### Multilocus sequence typing (MLST) of strains

MLST analysis of *B. longum* strains targeted intragenic regions of seven housekeeping genes *clpC, purF, gyrB, fusA, Iles, rplB, rpoB* were selected based on a previous study^25^. PCR amplification and analysis was carried as in ref. 25. Cycling conditions were optimized for every primer set (Table S9). Sequencing was performed on an ABI 3730 Capillary Electrophoresis Genetic Analyzer using BigDye Terminator chemistries at the University of California Davis DNA Sequencing Facility. Sequencing data for all loci was edited using BioEdit 7.0 and aligned using CLUSTAL W^59^. Phylogenetic analysis and concatenations of the sequenced loci were performed using the Molecular Evolutionary Genetic Analysis (MEGA) software version 5 ( http://megasoftware.net). Descriptive evolutionary analysis including mol % G + C content, number of polymorphic sites, nucleotide diversity π/site, average number of nucleotide differences k were calculated using DnaSP version 5.10. Allelic sequences were assigned as described previously^55^. A minimum evolution tree of the concatenated loci was calculated using MEGA 5.0 (Figure S1).

### Bifidobacterial growth *in vitro* on HMO

The 17 *B. longum* strains in Table S1 were tested for growth in the presence of seven different substrates as the sole carbon source: HMO from pooled breast milk^60^, LNT, lacto-*N-*neotetraose (LNnT), 2′-fucosyllactose (2FL), 3-fucosyllactose (3FL) (generously provided by Glycom, Denmark), 6′-sialyllactose (6′SL) (generously provided by GenChem Inc. Korean), and hog mucin type II (Sigma). *B. animalis* subsp*. lactis* JCM 10602 was also included as negative control and *B. infantis* ATCC 15697 and *B. bifidum* PRL2010 as positive controls for growth experiments. Two μl of each resulting overnight culture were used to inoculate 200 μl of modified MRS medium (mMRS), devoid of glucose and supplemented with 2% (w/v) of each substrate, except for mucin at 1%, as the sole carbohydrate source, and another 2 μl inoculated into mMRS without added sugar. The media was supplemented with 0.05% (w/v) L-cysteine, and in all the cases the cultures in the wells of the microtiter plates were covered with 30 μl of sterile mineral oil to avoid evaporation. The incubations were carried out at 37 °C in an anaerobic chamber (Coy Laboratory Products, Grass Lake, MI). Cell growth was monitored in real time by assessing optical density (OD) at 600 nm using a BioTek PowerWave 340 plate reader (BioTek, Winoosky, VT) every 30 min preceded by 15 seconds shaking at variable speed. Two biological replicates and three technical replicates were performed for every studied strain. The OD obtained for each strain grown on the different substrates was compared with the OD obtained in the absence of a sugar source. This difference in OD (ΔOD) was used as a parameter to evaluate each strain’s ability for growing on the different substrates.

### Statistical analysis of growth

Statistical analysis of the data was carried out using SPSS for Windows, 15.0 (SPSS Inc Chicago, IL, USA). The relationships among the maximum OD_600_ values of the growth on the different substrates by the bifidobacteria strains were evaluated by Pearson correlation coefficients and principal components analysis (PCA).

### Glycoprofiling

Bacterial cultures in mMRS with 2% HMO were collected at the end of the exponential phase and centrifuged at 12000 × *g* for 30 min. In the case of *B. longum* SC596, the samples were collected at four different points in the growth curve, approximately OD_600nm_ = 0.2, 0.4, 0.6 and 0.75. At least two biological replicates were performed in triplicates. Glycoprofiling was performed as in ref. 25. Supernatants were filtered using a multiscreen 96-well filtration plate 0.22 μm (Millipore, Billerica, MA) prior to storage at −80 °C. Remaining oligosaccharides were recovered from the supernatants (25 μl) and reduced to their alditol forms with 1M NaBH_4_ at 65 °C for 1.5 h. Each replicate was desalted by solid-phase extraction on graphitized carbon cartridges. Salts were removed with 6 mL of deionized water and oligosaccharides were eluted with 20% acetonitrile in water (v/v) and with 40% acetonitrile in 0.01% trifluoroacetic acid (v/v). Solid-phase extraction fractions were combined and dried under vacuum. Samples were reconstituted in 100 μL of deionized water and diluted 50-fold for LC-MS analysis.

An Agilent nano-high performance liquid chromatography-chip/-time-of-flight (nano-HPLC-Chip/TOF) mass spectrometer equipped with a capillary pump for sample loading and a nano pump for chromatographic separation was used for HMO analysis. Separation was performed on a microfluidic chip equipped with an enrichment and nano-LC analytical column, both packed with porous graphitized carbon, using a previously described method^12^,^61^. Briefly, HMO were separated by a 60 min gradient using a binary solvent system consisting of 3% acetonitrile/water in 0.1% formic acid (v/v) solvent A and 90% acetonitrile/water in 0.1% formic acid (v/v) solvent B. HMO were analyzed in positive ion mode, with a mass range between *m/z* 300–2000. Agilent’s MassHunter software was used for data acquisition and data analysis version B.03.01.

HMO monosaccharide composition was determined using accurate mass within ±20 ppm mass error of theoretically calculated masses. Specific structures were assigned to HMO peaks by matching the reproducible retention time to that reported in previously annotated HMO libraries^11^,^61^. Percent consumption was calculated using a label-free method, employing the uninoculated HMO pool as an external standard. Total HMO consumption was calculated with respect to the uninoculated control by normalizing the summed abundance of all identified oligosaccharide spectra in ion counts in the bacterial supernatant to that of the control using equation (1):

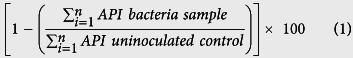

where API is absolute peak intensity and n is the number of identified HMO. The consumption of individual HMO species was quantitated in the same manner, in which the absolute peak intensity of a specific HMO structure was normalized to the peak intensity of the corresponding structure in the un-inoculated control.

### Genome sequencing

*B. longum* SC596 was grown on MRS broth under the anaerobic conditions described above. Genome sequencing was performed as in ref. 53. Briefly, DNA was extracted using the MasterPure Gram-positive DNA Purification Kit (Epicentre), and sonicated in a Bioruptor Standard (Diagenode, Denville NJ). Fragmented cDNA was used to prepare a library for Illumina sequencing using the Apollo 324 Robot and the PrepX ILM DNA Library Kit (IntegenX, Pleasanton CA), at the Genome Center at UC Davis. Sample was ligated with BiooScientific Adapter 13 (Bioo Scientific, Austin TX). Finally, sample was pooled with other seven bacterial genomes at the Genome Center at UC Davis DNA Technologies Core Facility, for sequencing on a Illumina HiSeq2500. All sequencing steps were carried out by Core personnel. Sequencing was run for 200 cycles, with read length of 100 bp (paired ends). Sequencing files were edited for quality using CLC-Bio Genomics Workbench (Cambridge, MA), and aligned to the genome sequence of *B. longum* DJO10A^62^. Resulting contigs from the genome of *B. longum* SC596 was annotated via IMG Expert Review (IMG/ER) (GOLD card: Gi17164. ER submission ID: 8631). Locus tags generated contained the BLNG prefix, and topology was linear. The gene calling method used was the Isolate Genome Gene Calling. Draft genome sequences were compared using the IMG/ER functions, and IMG/ER was also used on genomic analyses. The final draft genome of *B. longum* SC596 is available at https://img.jgi.doe.gov, GOLD Project ID: Gi17164.

### Clustering analysis

All the genomes were downloaded from the IMG database^63^. To obtain the set of shared and unique proteins between the genomes, an all-vs-all BlastP^64^ was performed, and the results were processed using the OrthoMCL pipeline, using an inflation value of 1.5. The results were parsed using python scripts ( https://github.com/juanu/CompMicroGenom), which allowed us to identify the set of shared and unique proteins for each genome.

### Phylogenomic analysis

A total of 953 single-copy gene clusters were processed to generate a phylogenomic tree of all the organisms. First, all clusters were aligned using Mafft^65^, and then checked for evidence of recombination using Phipack^66^. A total of 275 clusters were selected, and all the alignments were concatenated. This large alignment matrix was trimmed using Gblocks^67^, with a resulting alignment length of 202,423 nt. The phylogenetic tree was generated using FastTree (Price, Dehal, & Arkin, 2010) with the GTR model.

### RNA-seq

*B. longum* SC596 was grown as described above in mMRS supplemented with either 2% lactose, 2% HMO, 2% LNT, 2% LNnT, 2% 2FL, or 2% 3FL in a microplate reader, and cultures were taken at mid-exponential phase OD 0.5–0.6. In the case of HMO, the samples were collected at four different points in the growth curve, approximately OD_600 nm_ = 0.2, 0.4, 0.6, and 0.75. Samples were immediately pelleted at 12000 × *g* for 1 min and stored in RNA later (Ambion). RNA extraction, ribosomal RNA depletion and cDNA conversion were performed as previously described^53^. Briefly, RNA was obtained using the Ambion RNAqeous kit (LifeTechnologies), with a pretreatment using 250 μl lysozyme (50 mg/ml final; Sigma) and 125 μl mutanolysin (1000 units/ml; Sigma), at 37 °C for 10 min. Total RNA was immediately subjected to DNase treatment with the Turbo DNase free (Ambion) using 3 μl of DNase I for 1 hour at 37 °C. RNA integrity was checked in a Bioanalyzer using an Agilent RNA Nano Chip, with a minimal RIN (RNA Integrity Number) of 7. Genomic DNA contamination was evaluated by qPCR and universal bacterial primers Uni334F and Uni514R^53^. Ribosomal RNA depletion was achieved using the Ribo-Zero magnetic kit Bacteria (Epicentre, Madison WA). Manufacturer instructions were followed (using 28 or 26 μl of RNA depending on the concentration). mRNA was purified with the Qiagen RNeasy Minelute Cleanup kit, following the instructions presented in the Ribo-Zero protocol for this part. RNA was eluted in 13 μl. One μl of the RNA was checked for removal of 16S and 23S rRNA peaks using the Qubit HS RNA Assay (Agilent). Chromatograms were manually inspected. Messenger RNA was finally converted to cDNA. For first strand cDNA synthesis, the Superscript II Reverse Transcriptase was used (Invitrogen) and second cDNA strand was synthesized using the NEBNext mRNA Second Strand Synthesis Module (New England Biolabs, Ipswich, MA). Then, the MinElute Reaction Cleanup Kit (Qiagen, Valencia CA) was used for cleaning up the DNA. cDNA was quantified using the Qubit High Sensitivity DNA kit (Life Technologies), and fragmented in a Bioruptor (Diagenode). An average fragment length of 300-500 bp was desired for next steps.

Sequencing libraries were prepared using the BiooScientific NEXTflex Chip Seq Kit (Bioo Scientific, Austin TX), similar to ref. 53. This kit is Illumina compatible and with RNA-seq applications. After Bioanalyzer and Qubit checks, libraries were molarly pooled and submitted to the Genome Center at UC Davis Genome Center DNA Technologies Core Facility, for sequencing on an Illumina HiSeq2500. All sequencing steps were carried out by Core personnel. Sequencing was run for 50 cycles, with read length of 50 bp (single reads). Runs were demultiplexed by the UC Davis Genome Center DNA Technologies Core Facility.

Reads were processed as in ref. 53 using the CLC-Bio Genomics Workbench. Reads were trimmed setting at 2 the maximum of ambiguous base pairs, and deleted if their quality scores were below 0.5. Edited reads were aligned to fasta files generated at IMG from the genome sequence (reference) of *B. longum* subsp. *longum* SC596. Only coding regions were considered in this analysis. Alignment allowed a maximum of 2 mismatches, and a maximum of 10 matches to other reads. Other settings were considered as default. The CLC-BIO tools retrieved information regarding the gene length, total and unique gene reads aligning to a specific locus tag, and automatically calculated the RPKM value (Reads Per Kilobase per Million mapped reads). Statistical analysis such as hierarchical clustering were performed using RPKM data for each sample as in ref. 53, as well as Differential Expression determination using the R package “DESeq” and Gene Set Enrichment Analysis. The data from the *B. longum* SC596 RNA-sequencing studies are available in the NCBI Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE87697.

### Gene cloning and protein expression

Gene sequences were analyzed using the Integrated Microbial Genomes (IMG) database. For glycosyl hydrolase coding genes, primers were designed with modifications for cloning using the pEco-T7-cHis cloning kit (Gentarget Inc) and for SBP coding genes, primers were designed with modifications for cloning using the pEco-T7-nGST cloning kit (Gentarget Inc) Primer sequences are shown in Table S9. Genomic DNA from *B. longum* SC596 was purified from a 1 ml culture using the Qiagen DNeasy Blood & Tissue Kit following the manufacturer’s instructions for purification of Gram Positive bacterial DNA. BLNG_01753, BLNG_01264, and BLNG_01263 genes were amplified by PCR using 0.8 uM of each forward and reverse primer (Table S9), 42 ng genomic DNA, 0.2 mM GeneAmp deoxynucleotide triphosphate mix (Applied Biosystems, Foster City, CA), and 0.5 U of Phusion High-Fidelity DNA Polymerase (New England Biolabs, Ipswich, MA) in a 25 μl final volume. BLNG_00015 was amplified by PCR using 0.75 uM of each forward and reverse primer, 86 ng genomic DNA, 0.18 mM GeneAmp deoxynucleotide triphosphate mix (Applied Biosystems, Foster City, CA), and 1 U of Phusion High-Fidelity DNA Polymerase (New England Biolabs, Ipswich, MA) in a 53 μl final volume. For glycosyl hydrolases, BLNG_01753, BLNG_01264, and BLNG_01263, PCR was conducted with initial denaturation of 98 °C for 30 s and 35 cycles of denaturation of 98 °C for 10 s, annealing at 63 °C for 30 sec, extension at 72 °C for 1 min 15 s, and a final extension of 72 °C for 10 min using an Applied Biosystems Verti 96 well thermocycler (Applied Biosystems, Foster City, CA). For glycosyl hydrolase BLNG_00015, an annealing temperature of 68 °C was used. Annealing for SBPs BLNG_00160, BLNG_00936 and BLNG_01257 was 63 °C. A total volume of 225 μl of PCR products encoding glycosyl hydrolases were gel purified and cloned into pEco-T7-cHis vectors. A volume of 100 μl of PCR products, encoding solute binding proteins, were gel-purified and cloned into pEco-T7-nGST vectors. Recombinant BL21 Star clones were confirmed via plasmid sequencing of the insert. Sequencing primers IC-1006-fwd and IC-1006-rev were used for pEco-T7-cHis vectors and primers IC-1004-fwd and IC-1004-rev were used for pEco-T7-nGST vectors. Furthermore, for plasmid inserts containing glycosyl hydrolases, intermediate primers were designed to fully sequence the glycosyl hydrolase insert. For recombinant *E. coli* BL21 Star cultures with inserts (Blng_01257-nGST, Blng_00160-nGST, Blng_00936-nGST, and Blng_01263-cHis), protein expression was conducted using 200 ml of LB supplemented with 100 ug/ml carbenicillin. For protein expression of recombinant *E. coli* BL21 Star cultures with inserts (Blng_01264-cHis and Blng_00015-cHis) 700 ml of LB with 100 ug/ml carbenicillin were used, and for recombinant *E. coli* BL21 Star cultures with insert (Blng_01753-cHis) 600 ml of LB with 100 ug/ml carbenicillin was used. Cells were grown in a shaker at 250 rpm (Innova-4000 incubation shaker; New Brunswick Scientific, Edison, NJ) until they reached an OD of 0.5 and then protein synthesis was induced with a final concentration of 0.5 mM isopropyl-β-d-thiogalactopyranoside (IPTG) overnight, with the exception of recombinant clon *E. coli* BL21 Star Blng_01263-cHis, which was induced for seven hours. *E. coli* BL21 Star cultures with plasmid inserts encoding glycosyl hydrolases were induced at 28 °C and *E. coli* BL21 Star cultures with plasmid inserts encoding solute binding proteins were induced at room temperature. Immediately following induction, recombinant *E. coli* BL21 Star cultures were centrifuged at 4000 rpm on an Eppendorf 5804 centrifuge (Hauppauge, NY) for 20 min. at 4 °C and were frozen at −80 °C. Pellets were suspended in Bugbuster protein extraction reagent (EMD chemicals) using 5 ml Bugbuster for 50 ml *E. coli* culture. For Bugbuster suspended recombinant E. coli BL21 Star cultures with GST tagged SBP inserts (Blng_00160-nGST, and Blng_00936-nGST, Blng_01257-nGST), 30 μl of DNAse I (Roche) from a 10 U/μl stock and 30 μl of lysozyme from a 100 mg/ml stock were added per 20 ml of Bugbuster suspended culture. Following inversion and a five minute incubation, the suspension was centrifuged twice for 15 min. at 13200 rpm at 4 °C, and the supernatant was applied to a 1 ml Bio-Scale Mini Profinity GST column attached to a EP-1 Econo Pump (Bio-rad, Hercules, CA). For purification of the SBPs Blng_01257-nGST, Blng_00160-nGST, Blng_00936-nGST the final step was the exchange of glutathione with PBS using 30 kDa cutoff Amicon Ultra-15 centrifugal units (Millipore, Billerica, CA). For Bugbuster suspended recombinant *E. coli* BL21 Star cultures with histidine (His) tagged glycosyl hydrolase inserts (Blng_00015-cHis, Blng_1263-cHis, Blng_1264-cHis, and Blng_01753-cHis), 60 μl of DNAse I (Roche) from a 10 U/μl stock and 120 μl of lysozyme from a 50 mg/ml stock were added per 20 ml of Bugbuster suspended culture with the exception of recombinant Blng_01753-cHis where 180 μl of lysozyme was added. Following inversion and a five minute incubation, the suspension was centrifuged for 30 min. at 13200 rpm at 4 °C, and the supernatant was applied to a 1 ml Bio-Scale Mini Profinity immobilized-metal affinity chromatography column attached to a EP-1 Econo Pump (Bio-rad, Hercules, CA. For purification of the glycosyl hydrolases the final step was the exchange of imidazole with PBS using 10 kDa cutoff Amicon Ultra-15 centrifugal units (Millipore, Billerica, CA) with the exception of (Blng_01263-cHis) where a 30 kDa cutoff Amicon Ultra-15 centrifugal unit was used (Millipore, Billerica, CA). Recombinant proteins were checked for purity and the correct size on 4–15% SDS-PAGE gels.

### Glycan array

GST-tagged family 1 SBPs were screened by the Core H of the Consortium for Functional Glycomics against Version 5.1 of the Mammalian Glycan Array to examine for glycan interaction. SBPs were diluted to a protein concentration of 200 ug/ml in binding buffer and assayed. The binding buffer composition was 20 mM Tris-HCl pH 7.4, 150 mM sodium chloride, 2 mM calcium chloride, 2 mM magnesium chloride, 0.05% Tween 20, and 1% BSA. An anti-GST Alexa 488 antibody was used for binding and detection of protein on the array. The results were expressed in relative fluorescent units (RFU). Six replicates were carried out and the highest and lowest point from each set of replicates was removed.

### Optimum enzyme conditions

To measure activity for β-galactosidases, the OD_420_ was measured using a 96 well microplate using an Eon microplate reader (BioTek) in a total assay volume of 100 μl with 1 mg/ml final concentration ONPG (2-Nitrophenyl-β-D-galactopyranoside; Sigma-Aldrich). To measure α-fucosidase activity, the OD_405_ was measured using a 96 well microplate using an Eon microplate reader (BioTek) in a total assay volume of 100 μl with 2 mg/ml final concentration CNP-fucose (2-chloro-4-nitrophenyl-α-L-fucopyranoside; Carbosynth, Berkshire, United Kingdom). To determine pH optimum for BLNG_00015, BLNG_01264, and BLNG_01753, McIlvaine buffers were prepared within the pH range of 4–8 to determine at temperature 37 °C using the above conditions. The optimum temperature for enzyme activity for BLNG_00015, BLNG_01264, and BLNG_01753 was found by incubating the purified enzyme at optimum pH in temperatures 20, 30, 37, 45, 55, and 65 °C in a 100 μl total assay volume using conditions similar as those used to determine pH optimum. For BLNG_00015, 0.001 mg of protein was used to examine both temperature and pH optimum. For BLNG_01753, 0.001 mg was used to examine pH optimum, and 0.0006 mg of protein was used to examine the temperature optimum. The time of incubation for BLNG_00015, BLNG_01264, and BLNG_01753 was 1.5 min, 6 min and 30 s respectively. For pH and temperature assays, reactions were terminated by either the addition of an equal volume of 1 M Na2CO3 or for certain assays boiling at 95 °C for 2 minutes. Reactions were all terminated using the same method for a particular enzyme assay.

### Mass spectrometry analysis of enzyme digestions

#### Enzyme Digestion

Purified recombinant enzymes were stored at −80 °C until analysis. A reduced human milk oligosaccharide (HMO) pool (1.5 μL, 5 mg/mL) was combined with 3 μL of each enzyme and 5.5 μL of 0.1 M ammonium acetate buffer. Incubation conditions were specific for each enzyme based on optimum pH and temperature values previously determined. BLNG_1264 reaction was performed at pH 7.0 and 45 °C for 1 and 3 hours using 1 mg/ml of enzyme. BLNG_00015 and BLNG_01753 incubations with HMO were performed at 55 °C for 1 hour using 3 μL 2 mg/ml of enzyme, at pH 6.0 for BLNG_00015, and 5.5 for BLNG_01753. For BLNG_1263 assay was carried out at pH 5 and 37 °C for 3 hours using 0.06 mg of enzyme using 1.5 uL of enzyme, 1.5 uL of HMO pool, and 7 uL of ammonium acetate buffer.

#### Nano-HPLC-Chip/TOF Mass Spectrometry

Analysis of the digested HMO was performed on a nano-HPLC-Chip/TOF MS system. Liquid chromatography is done on an Agilent 1200 series unit which incorporates a capillary pump for sample loading at a flow rate of 4.0 μL/min and 1 μL injection volume, and an analytical pump for analyte separation. A binary gradient was used for separation, with aqueous solvent A (3% acetonitrile:water (v/v) in 0.1% formic acid) and organic solvent B (90% acetonitrile:water (v/v) in 0.1% formic acid). Loading and separation was achieved on a microfluidic chip, which contains a 40 nL enrichment column and a 75 μL × 43 mm analytical column packed with porous graphitized carbon. The unit is coupled to an Agilent 6220 series time-of-flight mass spectrometer via chip-cube interface. Data was collected in the positive mode, and the instrument was calibrated with a dual nebulizer electrospray source and internal calibrant ions ranging from m/z 118.086 to 2721.895. The method developed for separating HMO mixtures by Wu *et al*. was used^12^.

#### Data Processing

Data was collected and analyzed using Agilent MassHunter Qualitative Analysis software, version B.03.01. The Find by Molecular Feature function was used to identify HMO compounds, and an in-house program was used for peak alignment. Specific structures were identified and assigned by matching exact mass, within 20 ppm mass error, and retention time to previously developed annotated HMO libraries^11^,^12^. Absolute abundances as extracted in ion counts were directly correlated to the abundance of that compound. To calculate the consumption of specific structures, an undigested HMO pool was run along with the digested HMO samples. The abundance of structures extracted from the undigested pool were compared to those from the digested pool using equation (2):

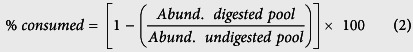

Twenty-two distinctive structures were identified. If there were two closely eluting peaks and the isomer abundances could not be integrated separately, those peak abundances were summed and the two isomers grouped together.

## Additional Information

**How to cite this article**: Garrido, D. *et al*. A novel gene cluster allows preferential utilization of fucosylated milk oligosaccharides in *Bifidobacterium longum* subsp. *longum* SC596. *Sci. Rep.* **6**, 35045; doi: 10.1038/srep35045 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
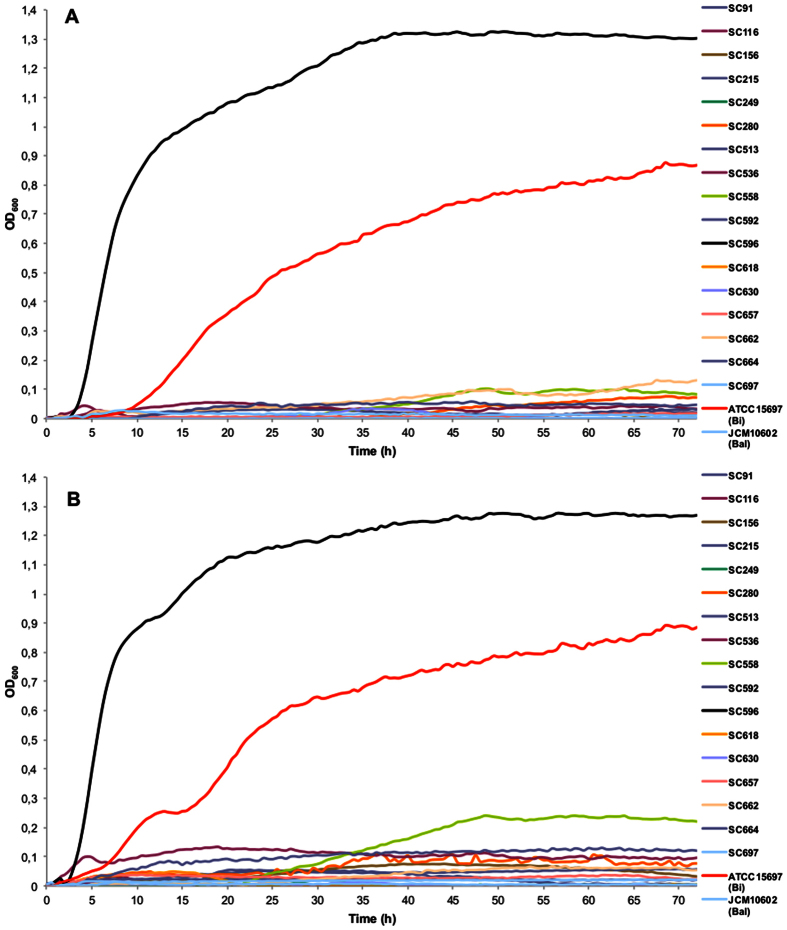
Growth of *B. longum* isolates on mMRS medium supplemented with 2% 2FL (**A**) or 3FL (**B**). Growth was measured as OD of the media at 600 nm. Fermentations were carried out in triplicate; controls consisted of inoculated medium lacking of substrates and un-inoculated medium containing a substrate which was also used as blank for OD measurements. Bi: *B. infantis*, Bal: *B. animalis*.

**Figure 2:**
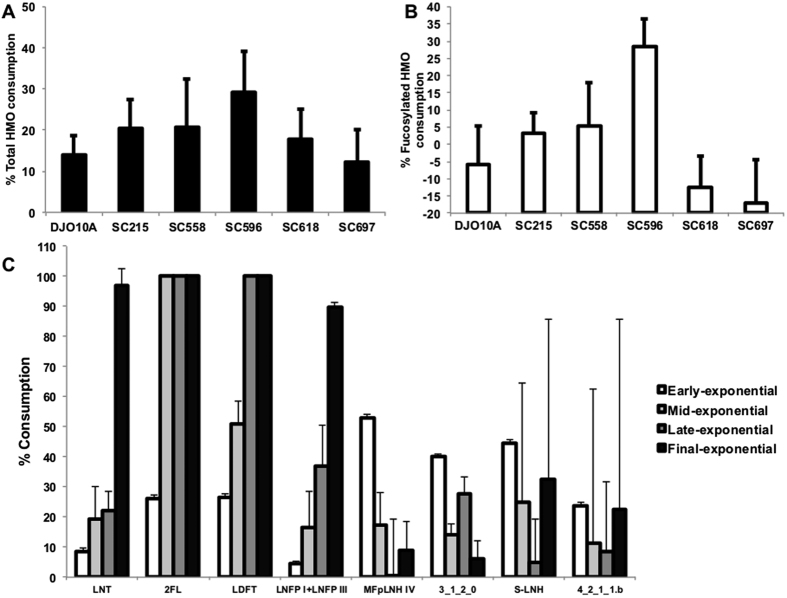
Glycoprofiling of the HMO consumption by select *B. longum* strains. (**A**) Total utilization of HMO; (**B**) Total fucosylated HMO consumption. Bacteria were incubated with pooled HMO from breast milk and consumption was calculated as the percent difference in HMO between the start and the end of exponential phase. (**C**) Temporal glycoprofile of the consumption of select neutral and acidic HMO by *B. longum* SC596 at different phases during the exponential phase. Error bars represent experiments in triplicate.

**Figure 3:**
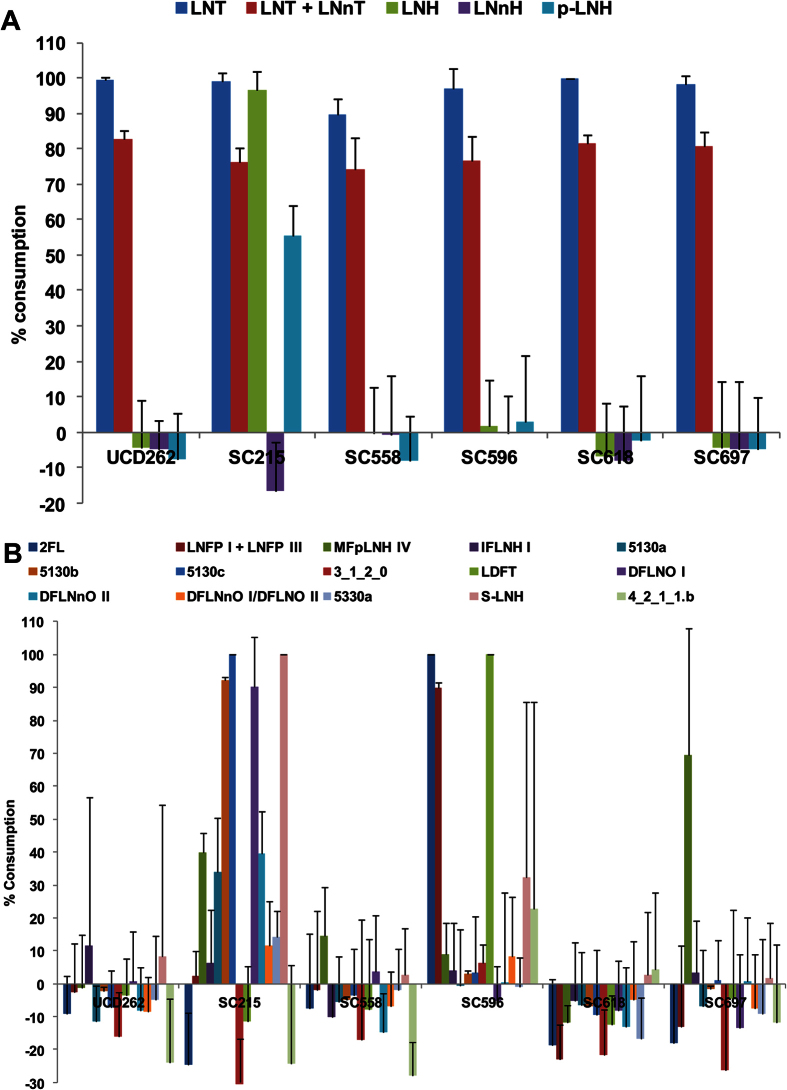
Glycoprofiling HMO consumption on select *B. longumw* strains. (**A**) Percentage of utilization of neutral HMO; (**B**) Percentage of utilization of fucosylated and sialylated HMO. Bacteria were incubated with pooled HMO from breast milk and consumption was calculated as the percent difference in HMO between the start and the end of exponential phase. Error bars represent experiments in triplicate.

**Figure 4:**
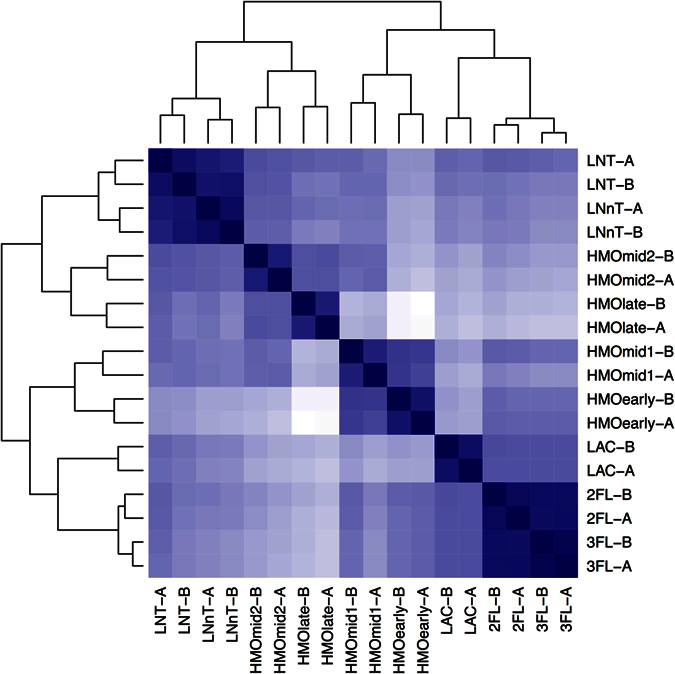
Global transcriptome distances in substrate responses of *B. longum* SC596 to human milk oligosaccharides. The heatmap shows the distances between the whole transcriptomes in response to LNT, LNnT, lactose (LAC), 2FL, 3FL, and four time points during HMO growth (early, mid1, mid2, late). Each experiment on each substrate was done in duplicate (i.e. samples ‘A’ and ‘B’). Branches represent the Euclidean distances of the whole transcriptomes after variance-stabilization of the count data. The intensity of the blue color in the heatmap indicates the degree of similarity, from white (dissimilar) to dark blue (most similar). Likewise, the dendograms also show the distances with larger branch lengths indicating greater distances.

**Figure 5:**
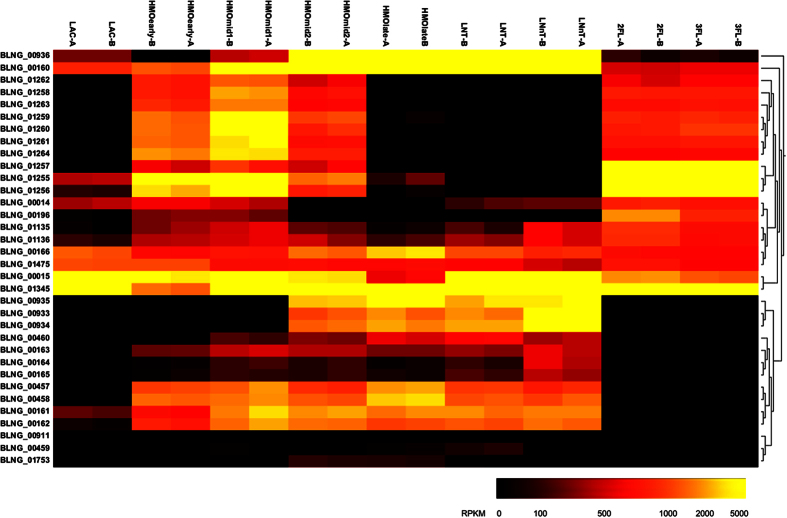
Hierarchical clustering of features of carbohydrate metabolism genes induced in*B*. longum SC596 **during growth on HMO used in this study (See** **Table S7**). Heat map shows intensity of these genes in response to LNT, LNnT, lactose (LAC), 2FL, 3FL, and four time points during HMO growth (early, mid1, mid2, late). Each experiment on each substrate was done in duplicate (i.e. samples ‘A’ and ‘B’). Clustering is calculated according to RPKM values for each gene.

**Figure 6:**
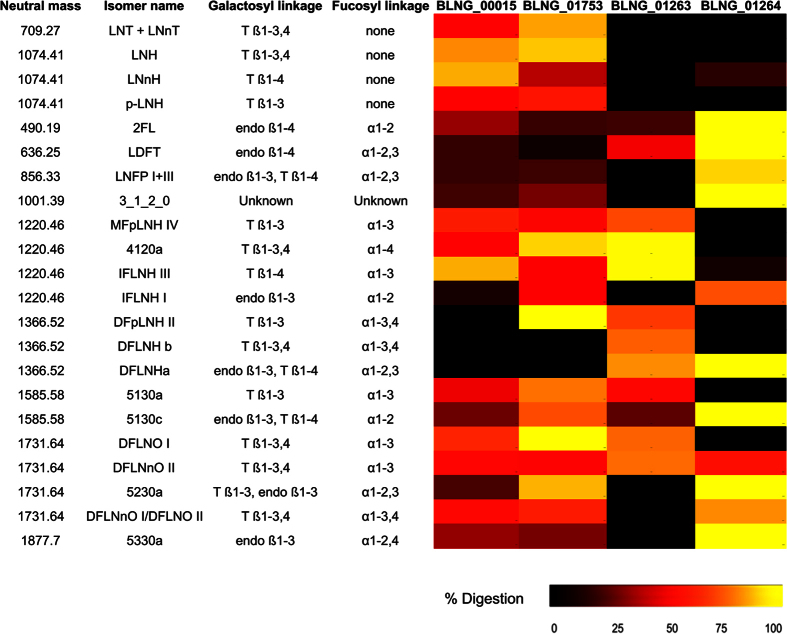
Heat map of the digestion of individually-quantified oligosaccharides from pooled HMO, by β-galactosidases (BLNG00015 and BLNG01753) and α-fucosidases (BLNG01263 and BLNG01264) purified from *B. longum* SC596). Enzymes were incubated with pooled HMO and products were quantified using LC-MS. The percentage digestion calculated for each of the specific oligosaccharide degraded by these enzymes is expressed via a heat map. HMO names and structures were reported in ref. 12. T: Terminal linkage; endo: internal linkage.

**Figure 7:**
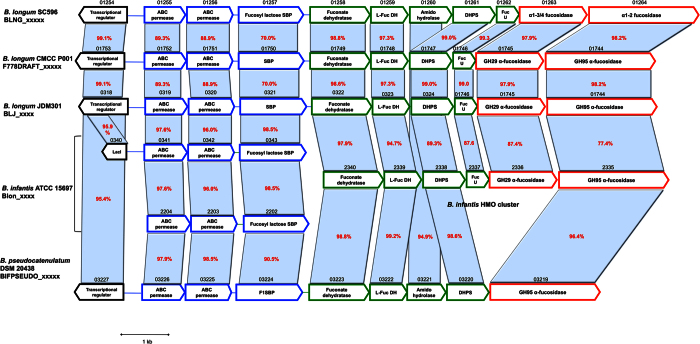
FHMO utilization cluster in *B. longum* SC596, and homologous genes in bifidobacteria. Arrows represent genes, and numbers on top of each gene indicate the locus tag number in the respective genome. Text inside the arrows indicates predicted or validated annotations. Red numbers indicate percent identity between corresponding genes and homologs relative to strain SC596. Colors of each gene are indicative of the primary function of each respective gene: transcriptional regulators (black), oligosaccharide transport (blue), carbohydrate feeder pathways (green) and glycosyl hydrolases (red). SBP: Solute Binding Protein; L-Fuc DH: L-fuconate dehydrogenase; DHPS: Dihydropicolinate synthase; FucU: L-fucose mutarotase.

**Table 1:** Growth of infant-associated *B. longum* strains on different complex sugars associated with human milk.

Complex Milk Sugars									
Strains	HMO	LNT	LNnT	2FL	3FL	3SL	6SL	Mucin	LAC
SC91	++^a^	+++	+	−	−	−	−	+	+++
SC116	++	+++	+	−	−	−	−	+	+++
SC156	++	+++	++	−	−	−	−	+	+++
SC215	++	+++	−	−	−	−	−	+	+++
SC249	−	−	−	−	−	−	−	−	−
SC280	++	+++	+	−	−	−	−	+	+++
SC513	+	+++	+	−	−	−	−	+	+++
SC536	++	++	−	−	−	−	−	−	+++
SC558	++	+++	+++	−	+	−	−	+	+++
SC592	++	+++	+	−	−	−	−	−	+++
SC596	++	+++	++	+++	+++	−	−	+	+++
SC618	++	+++	++	−	−	−	−	−	+++
SC630	++	+++	++	−	−	−	−	−	+++
SC657	+	+++	−	−	−	−	−	−	+++
SC662	+	+++	−	−	−	−	−	−	+++
SC664	+	+++	+++	−	−	−	−	+	+++
SC697	++	+++	−	−	−	−	−	+	+++
ATCC 15697	+++	+++	+++	+++	+++	++	+++	−	+++
PRL2010	nd^b^	nd	nd	nd	nd	nd	nd	++	++
JCM10602	−	−	−	−	−	−	−	−	++

^a^Level of growth was classified as follows: −, negative (maximum OD600 < 0.2); +, low (OD600 from 0.2 to 0.5); ++, moderate (OD600 from 0.5 to 0.8); +++, high (OD600 > 0.8).

^b^nd: not determined

Control strains; *B. infantis* ATCC15697, *B. bifidum* PRL2010 and *B. animalis* subsp*. lactis* JCM10602 are also shown.

**Table 2:** Binding affinities of *B. longum* SC596 encoded Solute Binding Proteins for mammalian glycans.

*B. longum* SC596 SBP gene and glycan structure bound	Average RFU^b^
**BLNG_00160**	
** Galβ1-3Gal**β1-4GlcNAcβ-Sp8	4654
** Galβ1-3GalNAcβ1**-4Galβ1-4Glcβ-Sp8	3430
** Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ1-6(**Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAβ1-2)Mana1-6 (**Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ1-2Mana1-3)Manβ1-4GlcNAcβ1-4(Fuca1-6)GlcNAcβ-Sp24	3351
Neu5Acα2-6(**Galβ1-3**)GlcNAcβ1-4Galβ1-4Glcβ-Sp10	2706
** Galβ1-3(6S)GlcNAcβ**-Sp8	2646
** Galβ1-3GalNAcβ1**-3Gal-Sp21	2528
** Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ1-3Galβ1-4GlcNAcβ1-6(**Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ1-3Galβ1-4GlcNAβ1-2)Mana1-6(**Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ1-3Galβ1-4GlcNAcβ1-2Mana1-3)Manβ1-4GlcNAcβ1-4(Fuca1-6)GlcNAcβ-Sp24	2513
** Galβ1-3GalNAcβ**-Sp8	2338
** Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ1-6(**Galβ1-3GlcNAcβ1**-3)Galβ1-4Glcβ-Sp0	2212
** Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ1-2Mana1-6(Galβ1-3GlcNAcβ1-3Galβ1-4GlcNAcβ1-2Mana1-3)Manβ1-4GlcNAcβ1-4GlcNAc-Sp25	2079
** Galβ1-3GlcNAcβ1**-3Galβ1-4GlcNAcβ-Sp0	2029
** Galβ1-3GlcNAcβ1**-3Galβ1-4Glcβ-Sp10	1784
** Galβ1-3Galβ**-Sp8	1508
** Galβ1-3GlcNAcβ**-Sp0	969
**BLNG_00936**	
** Galβ1-3GalNAcβ**-Sp8	303
** Galβ1-3Galβ1**-4GlcNAcβ-Sp8	126
**BLNG_01257**	
** Fuca1-2Galβ**-Sp8	2161
** Fuca1-2Galβ1**-4Glcβ-Sp0	360

In bold are shown common motifs recognized by any SBP. Spacers (Sp) are repeats of CH = CH units to a glass slide in the Glycan Array, and can contain repeats from 0 to 25 units. RFU: Relative fluorescence Units.

How the deposited data were processed for this re-analysis (not part of the article)

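RNA from cultures of SC596 on lactose, pooled HMO at 4 time points, LNT, LNnT, 2FL and 3FL was sequenced as single-end reads, with 2 replicate libraries per condition and 18 in all. Per the paper's methods, the authors made the counts with CLC-Bio Genomics Workbench by trimming reads, aligning them to the coding regions of their SC596 genome with at most 2 mismatches, and counting them per locus tag, and deposited these counts without normalization. The authors calculated RPKM from gene length and the reads counted in each library, and deposited RPKM values averaged over both replicates. The paper names the R package DESeq for differential expression and RPKM for clustering. The counts were checked to be whole numbers with totals that differ between libraries, and gene lengths were recovered from the deposited RPKM for 2054 genes, to within 0.2 nt of a whole number. No column of the counts was left unused. Conditions and replicate letters were taken from the sample labels and the paper. Total counts per library ranged from 3104249 to 17134484, and counts of a library give no precision beyond counting error and the spread of 2 replicates.

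Differential expression was computed with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr (2204 genes kept), a common dispersion of 0.01096 and the quasi-likelihood test, all 9 groups in 1 fit. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Genes with a Benjamini-Hochberg FDR under 0.05 were counted as changed. Each condition was compared with lactose, and HMO time points, 3FL with 2FL and LNnT with LNT were compared with each other. The procedure was tested on simulated data with 200 changed genes, of which it recovered 183 (91.5%) with 0 of the wrong sign. It made 13 false calls among 196, or 6.63%, above the 5% set by the threshold, and 0 calls in a comparison with no change. The simulated changes lay in HMO early alone, with as many rises as falls. In the data 52.04% (2FL) to 67.06% (HMO early) of genes were called changed against lactose. The simulation therefore does not test the scaling or the error rate at such shares. Distances were Euclidean on counts transformed by DESeq2 1.42.0 without use of the conditions, over 2244 genes. Trends on gene length were fitted with lowess. Exact permutation tests were two-sided over all splits of the libraries. Runs were at least 3 consecutive locus tags with FDR under 0.05 and a log2 fold change of at least 3 in size in the same direction. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

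The rule for genes to follow took every gene the paper names or shows in Fig. 5, and the longest run outside that list. It also took the 2 genes with the highest and the 2 with the lowest fitted log2 fold change between HMO late and early. These genes lay outside the list, with libraries that do not overlap. BLNG_00459, BLNG_00014, BLNG_00196, BLNG_01135, BLNG_01136, BLNG_01345 and BLNG_01475 are in the list and its counts, but none of their single values is printed. BLNG_02062, BLNG_02061 and the regions of neighbouring genes other than the longest run fall outside this rule and were chosen after their values were seen. Which values of the paper's genes to print was also chosen after the values, and their alternatives, were seen. The alternatives were RLE size factors, library size alone, 2 other filters on low counts, DESeq2, limma 3.58.1 on log2(RPKM + 1), log2(RPKM + 0.1) and log2(RPKM + 10), the ratio of mean RPKM, only the 2 groups compared, a term for the replicate letter, an FDR under 0.01, a log2 fold change of at least 1 in size, and each library left out in turn. For distances they were log2 CPM, log2(RPKM + 1), rlog, the 500 most variable genes, the genes outside the paper's list, 1 - Spearman correlation and average linkage. For the FHMO transporter and enzyme genes they were log2(RPKM + 1), prior counts of 0.5 and 5, BLNG_01257 left out, and HMO early and mid1 only. For runs they were thresholds of 2 and 4 and a length of at least 4 locus tags. These were set before the deposited data were examined. The 3 added after were genes whose length is a multiple of 3, the summed 3FL libraries, and HMO early as the second ABC transporter's reference. The contrast of FHMO transporter and enzyme genes was set after the paper's Fig. 5, of the same libraries, had been seen. Tests of functional sets were not run: the authors' annotation of their genome in IMG was not at hand, and neither the deposited tables nor the available reference, the genome of another strain, pairs these locus tags with products.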

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

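The tests of scaling and of gene length for the run of genes, both tests for the FHMO genes and the test of scaling for BLNG_00936 were chosen after the results were seen. The test of a single lactose library was set before.

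The paper's supplementary lists of genes were not at hand. In genes that its text does not name, a run of 21 consecutive locus tags, BLNG_00594 to BLNG_00614, had lower counts than on lactose in every other condition. Its median log2 fold change against lactose was -3.92 at HMO mid2, and -3.39 at HMO early, -3.61 at mid1, -3.39 at late, -2.27 on LNT, -1.90 on LNnT, -3.06 on 2FL and -2.44 on 3FL. All 21 genes passed the threshold of edgeR's test in 7 comparisons and 20 did on LNnT. These comparisons share the lactose libraries. The run held 0.424% and 0.417% of the counts of the lactose libraries, and between 0.018% and 0.0855% of the others. With library size alone in place of TMM the median at HMO mid2 was -4.38. This setting shifted the median of all genes there by only -0.46, so it could not have undone the run's fall. The value shows only that the choice between these scalings is not the source. Without lactose replicate A the run's median was -3.92 and without replicate B -3.90, which argues against a single lactose library. With the trend of log2 fold change on gene length over the genes outside the run removed, which shifted genes by -0.99 to 0.52, the median was -3.66, which argues against gene length. A response to lactose may be the source, as a hypothesis. The cultures on lactose could also differ in a way that both replicates share, which was not tested. Growth phase can be compared by OD, a comparison made after the values were seen. LNT, LNnT, 2FL and 3FL were taken at the OD of lactose, 0.5 to 0.6, and were lower all the same. From HMO early (OD 0.2) to late (OD 0.75) the run's median was -0.24, with 3 genes lower and 0 higher. These values argue against growth phase, as far as OD follows it, as the source for the run as a whole.

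Between groups, the FHMO cluster differed in how its transporter genes stood to its enzyme genes. The difference of mean log2 CPM was higher by 1.82 on 2FL and 3FL than at HMO early, mid1 and mid2 (exact permutation p = 0.004762 over 210 splits of libraries that are replicates of 5 conditions, and 0.1 over the 10 splits of the conditions, the smallest they allow). The contrast was set after the paper's Fig. 5 had been seen, so these p-values are not independent evidence. With the trend on gene length over the genes outside the paper's list removed from each library, which shifted genes by -0.84 to 0.76, the value was 1.83, which argues against gene length. A constant background on the transporter genes would leave them lower where the enzyme genes are lower, but BLNG_01257 was higher on 2FL than at HMO mid1 by a log2 fold change of 0.98 (SE 0.15) while all 7 enzyme genes were lower, by -1.48 to -2.33. The other transporter genes were not higher, with -0.53 for BLNG_01255 and -0.23 for BLNG_01256, while BLNG_01254, in neither group, was higher by 1.16. Separate control or unequal stability of parts of the transcript may explain this, as a hypothesis. Reads shared with paralogs of the transporter genes were not tested.

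Between time points, BLNG_00936 was below lactose at HMO early and above it at HMO late, with a log2 fold change of 8.69 (SE 0.23, FDR 3.34e-15 from edgeR) from early to late. Under RLE size factors and library size alone the value at HMO early nearer to 0 was -1.91. These settings shifted the median of all genes there by only 0.08 and -0.22, so they could not have undone the fall below lactose. The value shows only that the choice among these scalings is not the source of that fall. The time point is the difference that the design gives and may be the source, as a hypothesis, and growth phase cannot be separated from the HMO left in the medium.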

How the results depend on the processing

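The added alternatives, named below where used, were chosen after the data were seen, as were the genes whose single values are followed here, which are those printed in the text. Over all 35 genes of the paper's list and all 14 comparisons, printed or not, 297 of 6930 values under an alternative or without a library had the opposite sign, 88 of them where edgeR called the gene changed, in 66 pairs of gene and comparison of which the text prints 6. LNnT against lactose had 55 of those 88. The cause was not tested for any change below unless stated.

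Counts of the paper's genes that changed stayed within 1.5 times the value reported under all 146 alternative values and with each library left out (64 values). Of the other counts of changed genes, 134 of 156 alternative values did, and of counts of cluster genes that rose, 205 of 219. Of 351 alternative values of medians over genes, 215 stayed the same, 126 moved by more than the spread between replicates and 10 changed sign, and of 778 of single genes 657 stayed the same, 76 moved, 24 changed sign, 17 lost the call of a change and 4 gained one. A gene's fold change under another fit was held to its sign and its call and not to its size, which was compared only for the ratio of mean RPKM and for contrasts without a call. Nearly all of these came from the alternatives without TMM factors. Of 140 medians without a library 9 moved and 0 changed sign: they moved without lactose replicate B, HMO early replicate A, either HMO mid1 replicate or either LNnT replicate. With the replicate letter as a term, 1 of these counts changed by more than 1.5 times, that of the second ABC transporter at HMO early. Correlations of deviations between conditions with the same letter ranged from -0.152 to 0.429 (LNT and LNnT) over 36 pairs with a median of 0.0235, and 10 were over 0.1, so cultures shared by letter are not shown for all conditions and not excluded for some.

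Requiring a log2 fold change of at least 1 in size lowers every count by construction: to 726, 618, 644, 729, 495, 656, 351 and 405 against lactose at HMO early, mid1, mid2, late, LNT, LNnT, 2FL and 3FL, to 982 for HMO late against early, 221 for mid1 against early, 478 for mid2 against mid1, 351 for late against mid2, 14 for 3FL against 2FL and 45 for LNnT against LNT. The 66 genes changed between 3FL and 2FL became 114 with DESeq2, 429 with only the 2 groups in the fit, 33 at an FDR under 0.01 and 28 with the 3FL libraries summed (chosen after the data were seen). Leaving out a library gave 28 to 42: 29 without 2FL replicate A, 42 without 2FL replicate B and 28 without either 3FL replicate. The 435 between LNnT and LNT became 1252 with library size alone, 1198 with limma on log2(RPKM + 1), 139 with only the 2 groups in the fit and 200 at an FDR under 0.01. Leaving out a library gave 188 to 463: the lowest without LNT replicate A, and a change of more than 1.5 times also without LNnT replicate B. The split was 307 higher and 128 lower, and 82 higher and 1170 lower with library size alone. For the other 12 comparisons the lowest and highest counts without a library were within 1.5 times the count reported.

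The 1 gene of the second ABC transporter that rose at HMO early (BLNG_00933, log2 fold change 0.42) was 0 with library size alone, limma on log2(RPKM + 1), log2(RPKM + 0.1) and log2(RPKM + 10), only the 2 groups in the fit and the replicate letter, and 1 with DESeq2 and RLE size factors. Without a library it was 0 to 1, with 0 without lactose replicate A, lactose replicate B or HMO early replicate B. The 2 FHMO genes that rose on LNT (BLNG_01261 and BLNG_01264) became 1 with library size alone and 0 with each of the 3 limma settings, and 1 to 2 without a library (1 without lactose replicate B, LNT replicate A or LNT replicate B). The 6 that rose on LNnT became 0 with library size alone and 0 with each of the 3 limma settings, and 4 to 6 without a library (4 without LNnT replicate A).

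The alternatives without TMM factors turned the sign of a group of values, given here in the order library size alone, limma on log2(RPKM + 1), log2(RPKM + 0.1) and log2(RPKM + 10), and ratio of mean RPKM. The FHMO median on LNT, 0.21, became -0.2227, -0.2208, -0.2231, -0.2002 and -0.2232, and on LNnT, 0.49, became -0.4083, -0.4109, -0.4209, -0.3324 and -0.4043. BLNG_00166 on LNT, 0.38, became -0.0515, -0.0505, -0.0505, -0.0503 and -0.0514, and on LNnT, 0.51, became -0.3895, -0.3885, -0.3886, -0.3872 and -0.3894, with the gene called lower under the first 4. BLNG_01257 at HMO late, 0.52, became -0.1212, -0.1101, -0.1104, -0.1072 and -0.1194. BLNG_01260 on LNnT, 0.83, became -0.0708, -0.0779, -0.0788, -0.0695 and -0.0752. BLNG_01753 at HMO late against mid2, 0.05 and not called, became -0.1391, -0.1389, -0.1391 and -0.1367 under the first 4. BLNG_00166 at HMO mid1, -0.11 and not called, was 0.01 without lactose replicate B, and -0.20 to 0.01 over all libraries left out. BLNG_00166 at HMO mid1 was called lower under the first 4, with -0.6293, -0.6284, -0.6286 and -0.6261. Calls were lost under the first 4 for BLNG_01254 at HMO mid1 and BLNG_00166 at HMO mid2, under limma for BLNG_01264 on LNT, for BLNG_01257 at HMO late without lactose replicate A, and for BLNG_00555 without HMO early replicate A or either HMO late replicate.

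All 18 libraries stayed nearest their replicate under the 6 alternatives run. HMO early and late ranked 1 among the pairs of conditions under 5 alternatives and with each library left out (1 to 1), and 2 on log2(RPKM + 1). The 4 libraries of 2FL and 3FL nearer to lactose than to any HMO library were 0 with the 500 most variable genes and 3 with 1 - Spearman correlation. At HMO early, mid2 and late the difference between the distances to FL and to LNT with LNnT kept its sign and side of the threshold under all alternatives. At HMO mid1 it was 1.53, and 9.16 on log2(RPKM + 1), 3.98 without the paper's genes and 0.0076 on the scale of 1 - Spearman correlation, each with an exact permutation p of 0.02857 after adjustment. Leaving out a library gave -1.62 to 4.67, the lowest without HMO mid1 replicate A and the highest without HMO mid1 replicate B (exact permutation p = 0.02857). The 35 runs became 85 at a threshold of 2 and 17 at a threshold of 4, as the construction of the threshold makes them, and 29 with at least 4 locus tags. The largest fold of the second ABC transporter on HMO was 140.4, for BLNG_00933 at HMO late against lactose. As a ratio of mean RPKM against HMO early (chosen after the data were seen) the largest was 306, for another gene, BLNG_00936.

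Depth limits the values of genes with few counts: BLNG_00555 and BLNG_01893 had 0 counts at HMO late, so only a lower bound of their change can be given. Tests of functional sets with camera and fry were not run, since the authors' annotation of the genome was not at hand.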

Differences from the paper's values

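The paper states 36 RNA-seq experiments, and the deposited counts hold 18 libraries. The paper's total of reads divided by its mean per sample is 17.9, and its legends give duplicates of the same 9 conditions. No alternative applies to this number.

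For the second ABC transporter, BLNG_00933 to BLNG_00936, the paper's largest fold on HMO is 300, and the value from the counts was 140.4 (BLNG_00933 at HMO late). None of the alternatives set before the data were examined came within 1.5 times the paper's value, with a range of 70.7 to 153, and neither did the fits without a library, from 126 to 155, or without the genes whose length is no multiple of 3, an alternative chosen after seeing the values. For another of these genes, BLNG_00936, the ratio of mean RPKM of HMO late to HMO early was 306, a reference chosen after seeing the values. In edgeR's fit the log2 fold change of BLNG_00936 in that contrast was 8.69. Mean RPKM of BLNG_00933 was 43.9 at HMO early and 3431 at HMO late. On LNnT against lactose, BLNG_00933 reached 348 fold, and 187 fold with library size alone.

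For the FHMO cluster the paper's fold against lactose on 2FL or 3FL is nearly 100, and the median over its 11 genes was 19.3 on 2FL and 19.5 on 3FL. The alternatives set before the data were examined gave 19.3 to 20.2 on 2FL and 19.4 to 21.2 on 3FL, and the fits without a library 18.8 to 21.3 and 19.3 to 21.0, none within 1.5 times the paper's value. The alternatives chosen after seeing the values lie inside these ranges. The highest single gene was at 27.9 and 29.8 fold. At HMO mid1 against lactose BLNG_01260 reached 108 fold. For BLNG_00457 and BLNG_00458 the paper gives a rise of 45 to 50 times, and the folds here were 37.9 and 41.0. With library size alone they were 25.2 and 27.3, not within 1.5 times the paper's values. Nor were they with any limma setting or the ratio of mean RPKM.

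The paper states that every gene of the LNB/GNB cluster rose on HMO. The tally was 6 of 7 at HMO early and mid1 and 7 of 7 at mid2 and late, and BLNG_00166 fell at HMO early, with a log2 fold change of -0.68. It also states that these genes were low on lactose, 2FL and 3FL. Medians of RPKM were 458 on lactose, 280.1 on 2FL and 292 on 3FL against 2932 on LNT, in the paper's direction, while BLNG_00160 and BLNG_00166 had 2248 and 3049 on lactose.

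The paper states that the second ABC transporter rose at later time points only. All 4 genes were already higher than on lactose at HMO mid1, with a median log2 fold change of 2.30, while 2 of 4 were lower at HMO early.

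The paper states that the FHMO cluster was not expressed on lactose, LNT or LNnT. RPKM reached 1119.9 on lactose for BLNG_01255, 240.5 on LNT and 182 on LNnT, and medians were 93.6, 84.1 and 78.2, against 2117 on 2FL. It also states a return to the basal level at HMO late. There 8 of 11 genes were above lactose (7 with library size alone), with a median log2 fold change of 1.90 (1.25 with library size alone and 1.18 with limma on log2(RPKM + 10)), and 11 of 11 were below HMO mid1, in the paper's direction. The paper describes coordinated expression of the whole cluster, while the difference between its transporter and enzyme genes was higher by 1.82 in log2 on 2FL and 3FL than at HMO early, mid1 and mid2.

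The paper places HMO early and mid1 closer to lactose and FL. Complete and average linkage did so, while the mean distance of HMO mid1 was 48.2 to LNT and LNnT, 49.8 to 2FL and 3FL and 57.4 to lactose, and HMO early was nearer to LNT (55.0) and farther from LNnT (58.7) than it was from lactose (57.3). The paper singles out late exponential phase for the lower expression of BLNG_00015, which was lowest there. The gene was also lower than on lactose on 2FL and 3FL, with log2 fold changes of -1.01 and -1.46.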

Other observations

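The tests of BLNG_02062 and of the 3FL libraries were chosen after the results were seen, and the tests of chance neighbours and of the change of substrate were set before.

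Against lactose 35 runs of neighbouring genes changed together over the 8 comparisons, which share the lactose libraries, 18 higher and 17 lower, and 20 of them lie outside the genes that the paper names. Runs that overlap between comparisons make up 7 regions, 4 of them outside those genes (BLNG_00308 to BLNG_00310, BLNG_00593 to BLNG_00614, BLNG_01575 to BLNG_01578 and BLNG_02096 to BLNG_02107). At HMO mid2 there were 7. Of 1000 shuffles of the genes over the locus tags 0 gave as many, the most being 1, which argues against neighbours by chance. Shared transcripts may be the source, as a hypothesis.

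BLNG_02062 varied between replicates more than most genes, with a mean absolute log2 ratio of 0.772 against a median of 0.108 over the 395 genes with at least 1000 counts in every library. It ranked 2, after BLNG_02061 at 1.10. Its length of 3059 nt is no multiple of 3, as for 2.43% of the genes with a known length, and may be consistent with a gene that is not protein-coding. No biological explanation was tested.

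The 3FL libraries differed less than other replicate pairs, with a chi-square over its degrees of freedom of 2.37 against 22.1 to 64.5 for the other conditions. A value near 1 would be needed if both were draws of reads from 1 library with no other spread, and 2.37 argues against that case alone. It does not exclude 1 library processed more than once, since the spread that such steps add was not measured. RNA or cultures split late may be the source, which was not tested.

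Across 2204 genes, which are not independent replicates, the log2 fold changes of HMO late against early had a Spearman rho of 0.239 with those of LNT and LNnT against 2FL and 3FL. Of the 70 splits of the 8 libraries into groups of 4, 18 gave a rho as large in size (exact permutation p = 0.2571). The libraries are replicates of 4 substrates, which allow 3 splits, so this test does not decide. The distance to 2FL and 3FL minus that to LNT and LNnT went from -10.6 at HMO early to 13.1 at mid2 and 12.7 at late, so the resemblance itself did shift. Whether a change of substrate was its source cannot be told apart from growth phase, since both change with the time point.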
